# Identification of hypertrophy-modulating Cullin-RING ubiquitin ligases in primary cardiomyocytes

**DOI:** 10.3389/fphys.2023.1134339

**Published:** 2023-03-08

**Authors:** Maximillian Fischer, Moritz Jakab, Marc N. Hirt, Tessa R. Werner, Stefan Engelhardt, Antonio Sarikas

**Keywords:** cardiomyocyte, hypertrophy, phenotypic screen, Cullin-RING E3 ligase (CRL), F-box protein, Fbxo25

## Abstract

Cullin-RING ubiquitin ligases (CRL) regulate numerous biological processes in the heart and have been implicated in regulating cardiac hypertrophy. This study aimed to identify novel hypertrophy-modulating CRLs in cardiomyocytes (CM). A functional genomic approach using siRNA-mediated depletion and automated microscopy was employed to screen for cell size-modulating CRLs in neonatal rat CM. Screening hits were confirmed by ^3^H-isoleucine incorporation. Of 43 targets screened, siRNA-mediated depletion of Fbxo6, Fbxo45, and Fbxl14 resulted in decreased cell size, whereas depletion of Fbxo9, Fbxo25, Fbxo30, Fbxo32, Fbxo33, Cullin1, Roc1, Ddb1, Fbxw4, and Fbxw5 led to a markedly increased cell size under basal conditions. In CM stimulated with phenylephrine (PE), depletion of Fbxo6, Fbxo25, Fbxo33, Fbxo45, and Fbxw4 further augmented PE-induced hypertrophy. As a proof-of-concept, the CRL^Fbox25^ was analysed by transverse aortic constriction (TAC) resulting in a 4.5-fold increase in Fbxo25 protein concentrations compared to control animals. In cell culture, siRNA-mediated depletion of Fbxo25 resulted in a ∼ 37% increase in CM cell size and ∼41% increase in ^3^H-isoleucine incorporation. Depleting Fbxo25 resulted in upregulation of Anp and Bnp. In summary, we identified 13 novel CRLs as positive or negative regulators of CM hypertrophy. Of these, CRL^Fbox25^ was further characterized, as a potential modulator of cardiac hypertrophy.

## 1 Introduction

Cardiac hypertrophy is a frequent hallmark of cardiovascular diseases and represents an independent risk factor for cardiac morbidity and mortality [reviewed in (Nakamura and Sadoshima, 2018)]. While hypertrophy of cardiomyocytes (CM) is initially a compensatory response to counteract increased biomechanical loading of the ventricle (e.g., by pressure or volume overload), prolonged hypertrophy may become detrimental and result in maladaptation and heart failure when pro-hypertrophic stimulation persists [reviewed in (Nakamura and Sadoshima, 2018)].

The pathophysiology of cardiac hypertrophy is complex and involves the activation of multiple signalling pathways that control CM growth, resulting in increased CM size, reactivation of fetal gene programme and altered signal transduction pathways [reviewed in (Heineke and Molkentin, 2006; Van Berlo et al., 2013)]. Emerging evidence suggests a vital role of the ubiquitin-proteasome system (UPS) in the pathogenesis of cardiovascular diseases, particularly cardiac hypertrophy (Zolk et al., 2006; Mearini et al., 2008). Central to the UPS is the recognition of a substrate by an E3 ubiquitin ligase, a step pivotal for the ubiquitin-mediated degradation of substrate proteins by the 26S proteasome (Nath and Shadan, 2009).

Cullin-RING complexes (CRLs) constitute the largest group of E3 ligases, which are characterized by two signature components: a cullin (CUL) scaffold protein and the RING (for Really Interesting New Gene) finger protein ROC1. In the prototypic SCF (Skp1•CUL1•F-box protein•ROC1) complex, the CUL1 N-terminus binds to the Skp1•F-box protein substrate-targeting module, whereas the C-terminally located cullin domain anchors ROC1, which recruits E2 conjugating enzyme to catalyze the transfer of Ub to the substrate protein [reviewed in (Sarikas et al., 2011)].

SCF contains a substrate recognition subunit known as the F-box protein, characterized by a 40-amino-acid F-box domain (Skaar et al., 2013). F-box proteins are interchangeable components of the SCF type E3 ligases and dictate the ubiquitin ligase’s substrate specificity. Of the 69 F-box proteins encoded by the human genome, only a fraction has been studied in the heart.

Several E3 ubiquitin ligases have been identified as critical regulators of cardiac hypertrophy. E3 ligases have been shown to be muscle enriched or muscle-specific, such as muscle-specific RING finger protein (MuRF)-family, Atrogin-1, carboxyl terminus of HSP70-interacting protein (CHIP) (Zhang et al., 2005) or the SCF containing the F-box and leucine-rich repeat protein 22 (Fbxl22) (Spaich et al., 2012; Hughes et al., 2020). The RING-type E3 ubiquitin ligase MuRF1, also known as TRIM63, was first identified as a mediator of muscle atrophy (Bodine et al., 2001) and shown to target sarcomeric structural proteins, e.g., myosin heavy chain protein (Clarke et al., 2007; Fielitz et al., 2007), troponin I (Kedar et al., 2004) or myosin-binding protein C (Mearini et al., 2010) for proteasomal degradation. In addition, MuRF1 inhibits transcription factors critical for cardiac hypertrophy, e.g., serum response factor (Willis et al., 2007) and c-Jun (Wadosky et al., 2014). Another muscle-specific ubiquitin ligase is the SCF containing the F-box protein Fbxo32 (also known as Atrogin-1 or MAFbx). Atrogin-1 forms an SCF complex to ubiquitinate different transcription factors, such as nuclear factor of activated T cells (Li et al., 2004) and Forkhead transcription factors downstream of AKT (Li et al., 2007). Transgenic mice overexpressing Atrogin-1 in the heart demonstrated a blunted cardiac hypertrophy in a pathophysiological model of transverse aortic constriction (TAC) by reduction of calcineurin levels (Li et al., 2004). In contrast, genetic ablation of Atrogin-1 in the heart resulted in exaggerated cardiac hypertrophy (Li et al., 2007). These studies not only validated the relevance of ubiquitin ligases for cardiac hypertrophy but also paved the way for the UPS as a pharmacological target for preventing or treating cardiac diseases (Drews and Taegtmeyer, 2014; Drews, 2016; Bowen et al., 2017).

In the present study, we established a siRNA-mediated screening assay in neonatal rat cardiomyocytes (NRCM) and used this approach to identify cardiac hypertrophy-modulating CRL ligases.

## 2 Material and methods

### 2.1 Antibodies and reagents

For immunoblotting and histology, the following primary antibodies were used: anti-α-Actinin (sarcomeric) (A7811, Sigma Aldrich), anti-FBXO25 (gift from AG Bassermann (TUM MRI), anti-HSP90 α/β (Sc-13119, Santa Cruz). Secondary antibodies used: Goat anti-mouse IgG (H + L) Alexa 488 (A11029, Invitrogen), Goat anti-rabbit IgG (H + L) Alexa 488 (A11034, Invitrogen), anti-mouse HRP (7074S, Cell Signaling), anti-rabbit HRP (7076S, Cell Signaling). Penicillin, streptomycin, fetal bovine serum (FBS) and other reagents were obtained from Invitrogen Life Technologies (Carlsbad, CA) or Sigma-Aldrich (Louis, MO).

### 2.2 Isolation neonatal rat cardiomyocytes

Adult rats were anaesthetized with isoflurane (4%), followed by intraperitoneal injection of 80 mg/kg xylazine and 12 mg/kg ketamine. The depth of anaesthesia was monitored by toe pinch. Neonatal hearts were isolated from 1 to 2-day-old Sprague Dawley rats after decapitation. All procedures were in accordance with the Guide for the Care and Use of Laboratory Animals published by the United States National Institutes of Health and approved by local authorities.

### 2.3 Transfection of neonatal rat cardiomyocytes

The transfection of neonatal rat cardiomyocytes was performed as described previously (Jentzsch et al., 2012). In brief: ON-TARGETplus rat siRNA (Supplementary Table S4) was diluted to 20 μM and then stored at −20°C. The concentration was confirmed using Nanodrop (absorbance at 260 nm, RNA-40). Transfection of NRCM with siRNA was performed in 96 well plate dishes according to the following protocol: prewarmed Opti-MEM I and 5% FBS NRCM medium without antibiotics PenStrep were prepared freshly before transfection. Transfection samples were prepared by mixing and diluting the volume of siRNAs with Opti-MEM I. Next, the transfection reagent Dharmafect 1 was prepared by mixing and incubation for 20 min at room temperature. The NRCMs were incubated at 37°C and 1% CO2 for 4 to 6 h. After incubation, the medium was changed to 200 μL 0.1% FBS NRCM medium with antibiotics, and cells were cultured (37°C and 1% CO2) for 48 h.

### 2.4 Genome expression array

Analysis of the transcribed mouse genome and corresponding expression levels were carried out on cardiac RNA samples (500 ng input) using the Affymetrix GeneChip^®^ Mouse Expression Set 430, as described previously (Busch et al., 2002; Han et al., 2002; Ueda et al., 2002). Mean expression levels are displayed in log_2_ scale according to manufacturer protocol (Supplementary Figure S1). Expression levels starting at 6.0 provide relevant protein synthesis and above at 6.5 argues for strong protein expression, according to the manufacturer. Data are available by GEO accession number: GSE224276.

### 2.5 Immunostaining

Cells were fixed with 4% paraformaldehyde (5 min) and permeabilized with 0.2% Triton-X (5 min) at room temperature. We performed cardiomyocyte-specific immunostaining using an antibody that recognizes sarcomeric α-actinin (1:1,000; clone EA-53, Sigma-Aldrich, Taufkirchen, Germany) and, as a secondary antibody, Alexa 488-coupled α-mouse antibody (1:200; Invitrogen, Karlsruhe, Germany); nuclei were stained by 4′,6-diamidin-2-phenylindol (DAPI) (1 μg/μL final concentration; Sigma-Aldrich, Taufkirchen, Germany). All antibody incubation steps were performed at 37°C and intermitted by three washing steps with PBS. Finally, cells were covered with 50% glycerol and stored at 4°C until microscopical analysis.

### 2.6 Automated cell size and nuclei count determination

Cell size determination was established as a fully automated microscopic procedure from scanning 96 well plates to analyzing the acquired data sets regarding cell size and number as described previously (Jentzsch et al., 2012). The following setup was used for image acquisition with a ×10 objective: AxioObserver.Z1 (Zeiss, Jena, Germany), motorized scanning stage (130 × 85; Märzhäuser, Wetzlar, Germany), Lumen200 fluorescence illumination system (Prior, Cambridge, United Kingdom), and Retiga-4000DC CCD camera (QImaging, Surrey, Canada). We automated image acquisition and analysis *via* macro functions (termed journal mode) of the MetaMorph Basic imaging software package (Molecular Devices, Downingtown, United States). One master journal comprised three sub-journals for focusing, acquisition, and data processing.

### 2.7 Isoleucine incorporation assay

48 h after transfection, ^3^H-isoleucine (Hartmann Analytic, Braunschweig, Germany) was added to the NRCM culture medium described above (final concentration: 1 μCi/mL). Cells were stimulated with 50 μM phenylephrine (PE) as a positive control for 48 h. Cells were then washed with PBS and incubated with 5% trichloroacetic acid for 1 h on ice. Cells were subsequently lysed in 0.5 M NaOH for 30 min at 37°C, and lysates were mixed with 10 mL scintillation fluid (Roth, Karlsruhe, Germany) for quantitation of ^3^H.

### 2.8 Quantitative real-time PCR

Quantitative real-time PCR Total RNA was prepared using PeqGOLD RNApure (Peqlab) according to the manufacturer’s protocol. 500 ng RNA was reverse transcribed using the Protoscript II cDNA Synthesis Kit (NEB, procedure according to manufacturer’s protocol). Quantitative PCR analysis was conducted using the Fast Start SybrGreen MasterMix according to the standard protocol (Roche). Please find Primer sequences for real-time PCR (gene symbols and species followed by sequences of forward and reverse primers) in Supplementary Table S3.

### 2.9 MTT assay

96 h after transfection, 8 mg MTT was dissolved in 500 µL of PBS. 400 μL of the MTT solution was added into 12 mL of 0% FBS NRCM medium, mixed and prewarmed in the water bath at 37°C. NRCM were incubated with 400 µL of the 0% FBS NRCM medium with MTT and incubated at 37°C and 1% CO2 for 1 h. After incubation, the NRCMs were washed once with 1xPBS, and 200 µL of acidified isopropanol (10 mL isopropanol with 90 µL concentrated HCL) was added. NRCMs were lysed by pipetting. The content of each well was transferred into a transparent 96well plate, and the absorbance was measured in a plate reader at 570 nm and the background absorbance at 650 nm subtracted.

### 2.10 Immunoprecipitation and western blot analysis

Immunoprecipitations and Western blot analyses were performed as described previously (Hartmann et al., 2014; Scheufele et al., 2014). In brief: protein extraction was performed in lysis buffer containing protease and phosphatase inhibitors (Roche) and immunoblots performed using standard procedures. Protein lysates were electrophoresed on 10% or 12% SDS-PAGE gels, transferred onto a PVDF membrane and blocked with bovine serum albumin for 2 h at room temperature.

### 2.11 Transverse aortic constriction model

Transverse aortic constriction (TAC) is an established model of pressure overload in the heart and mimics cardiovascular diseases in humans, such as cardiac hypertrophy. TAC surgery was performed on 8-week-old male C57BL/6 N mice (Charles River Laboratories), as described previously (Rockman et al., 1991). In brief: mice were injected intraperitoneally with buprenorphine (0.08 mg/kg) and metamizole (200 mg/kg) for analgesia. Mice were anesthetized in a narcosis chamber with 4% isoflurane mixed with 0.5 L/min of 100% O2. During the surgical procedure, isoflurane anaesthesia was maintained at 1.5%–2% isoflurane with 0.5 L/min O2. Partial thoracotomy was performed, and a 6.0 silk suture was ligated between the innominate and left carotid arteries around a 27.5-gauge needle placed parallel to the transverse aorta. In sham surgery, the chest was opened, but no ligation of the aorta was performed (Ramanujam et al., 2021). All animal studies were performed in accordance with the relevant guidelines and regulations of the responsible authorities. Mice were sacrificed 2 and 6 weeks after surgery, respectively.

### 2.12 Statistical analysis

Data are presented as mean ± SEM unless stated otherwise. Statistical analysis was performed with Prism (Version 8, GraphPad Software, Inc., San Diego, California). A 2-tailed Student t-test assessed differences between the two means for Gaussian distributed values. Differences among multiple means were assessed by 1-way ANOVA followed by Bonferroni *post hoc*, assuming Gaussian distribution of the measured parameters. *N* = independent experiments/cell preparations, *n* = replicates. Differences were considered significant when *p* < 0.001 (***), <0.01 (**) or <0.05 (*).

## 3 Results

### 3.1 siRNA-based screening to identify hypertrophy-modulating ubiquitin ligases in primary neonatal rat cardiomyocytes

An adapted protocol for cell size determination by automated microscopy, first described by Jentzsch and colleagues (Jentzsch et al., 2012) was employed to screen for hypertrophy-modulating CRLs in primary neonatal rat cardiomyocytes (NRCM) (Figures 1A). A library of siRNA was chosen to deplete single CRLs in NRCM selectively. 

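Expression of CRL subunits was measured on Affymetrix expression arrays, on which a gene is read by 1 or several probe sets, in 5 mouse samples. The paper and the series name the Affymetrix Mouse Expression Set, but the sample records describe whole-transcript labelling and the series names a program for exon arrays. The deposited probe set names are of the kind of that Set, which argues for it as the array design. The records of labelling and software still differ from it, which leaves open how the manufacturer's thresholds apply to these levels. The samples were left ventricular tissue, isolated CM, cardiac fibroblasts from non-failing hearts, cardiac fibroblasts from failing hearts of beta1-adrenergic transgenic mice, and lung fibroblasts. Each sample was a pool of 5 mice aged 6 months with an input of 500 ng RNA. There was 1 sample per condition, so no value has a replicate error and no difference between samples has a replicate check or a test. The authors deposited log2 expression levels for 130 probe sets of 71 genes, namely 8 cullins, 33 Fbxo genes, 13 Fbxw genes and 17 Fbxl genes. How the probe sets were summarised and normalized between the samples is not given in the sources used here. The level of a gene was taken as the mean of the log2 values of all its probe sets, and a second probe set existed for all but 39 genes. Where several probe sets read a gene, their standard deviation (SD) is given as the spread within 1 array, which is not a replicate error. In CM the median of this SD was 1.71 on the log2 scale, so that genes with close means cannot be ranked. The signal also depends on the response of each probe set, and levels of different genes are therefore set against the paper's thresholds and not against each other. The median level of the 130 probe sets was 6.22 in CM, 4.76 in left ventricle, 6.67 in non-failing cardiac fibroblasts, 6.51 in failing cardiac fibroblasts and 6.27 in lung fibroblasts. The lowest probe set lay at -3.32 in left ventricle and at -0.75 in CM, but at 4.82 in non-failing and 4.76 in failing cardiac fibroblasts, so the lower ends of the samples are not on a common scale. For this reason the levels in CM are described within that sample.

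**Figure D1:**
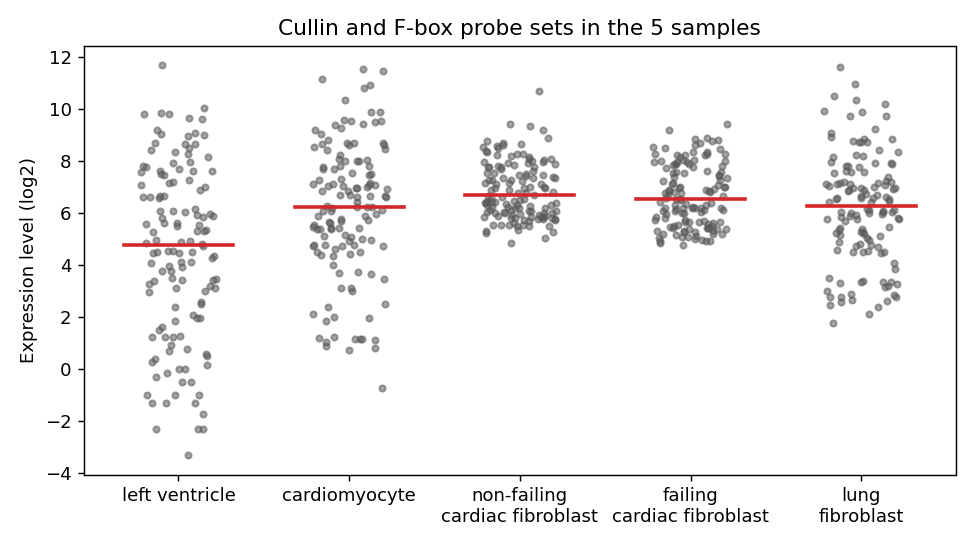
Log2 expression level of the 130 cullin and F-box probe sets in each of the 5 pooled samples, with 1 point per probe set and a red line at the median of each sample. The points of both cardiac fibroblast samples all lie above 4.7, whereas those of the other samples reach further down.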

Only siRNA directed against CRLs or CRL components with high mRNA expression levels in CMs based on microarray profiling data (Supplementary Figure S1) were included in the siRNA library (See Supplementary Table S1). 

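Levels in CM were above 6.5 for Cul4a, a scaffold of the Ddb1-containing ligases, at 11.52 on the log2 scale, for Fbxw7, the receptor for cyclin E and Myc, at 9.49, for Cul1, the scaffold of the SCF ligases, at 9.38, and for Fbxl5, the iron-sensing receptor for iron regulatory protein 2, at 9.26. Among the cullins, Cul2, the scaffold of the von Hippel-Lindau ligase, was read at 1.15 by 1 probe set and at 8.44 by the other, so that its mean lay under 6.0. Levels also lay under 6.0 for Fbxw14 at 0.18, Fbxo15 at 0.72, Fbxw10 at 0.89, and Fbxo43, a meiotic inhibitor of the anaphase-promoting complex, at 1.03. Cul4a, Cul1, Fbxl5, Fbxo15, Fbxw10 and Fbxo43 were each read by a single probe set.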

Analysis of the Netaffx microarray data resulted in three groups of targets according to their expression level. For values >6.0 relevant gene expression (and protein synthesis) is likely, and >6.5 argues for strong protein synthesis, according to manufacturer. 

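Of the 71 cullin and F-box genes measured in CM, 38 had a mean level of at least 6.0 and 31 of these a mean over 6.5, while 33 lay under 6.0. Over 6.5 were 6 of 8 cullins, 14 of 33 Fbxo genes, 4 of 13 Fbxw genes and 7 of 17 Fbxl genes. When at least 2 probe sets of a gene had to pass, 15 genes reached 6.0 and 13 exceeded 6.5. The 39 genes with 1 probe set cannot pass this rule, whatever their level. The paper describes the first and second groups of its library targets by these thresholds, which it takes from the manufacturer.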

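Cul3, the scaffold that binds BTB-domain receptors, had a mean level of 9.00 in CM with an SD of 1.61 over 5 probe sets, all of them over 6.5. Fbxo30, a ubiquitin ligase of muscle atrophy, had a mean of 8.79 with an SD of 0.16 over 4 probe sets, and Fbxo32, which encodes Atrogin-1, a mean of 7.74 with an SD of 0.35 over 2 probe sets. Cul5, the scaffold of SOCS-box ligases, reached 8.33 with an SD of 2.43 over 3 probe sets. Among the targets named here, probe sets disagreed most for Fbxo22, with a mean of 6.81 from probe sets between 2.10 and 9.89, and for Fbxw11, with a mean of 7.53 from probe sets between 3.66 and 11.44. Fbxo3 at 6.56 and Fbxo4 at 6.53 lay closest to the threshold of 6.5, by less than the SD of their probe sets, which was 1.53 and 2.91. Cul4b, Fbxl17, Fbxl20, Fbxo9, Fbxo21, Fbxo28, Fbxo45 and Fbxw7 also stand in the first column of Table S1. Each of the 17 targets of that column had a mean over 6.5 and at least 2 probe sets, and 11 of them had at least 2 probe sets over 6.5.

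**Figure D2:**
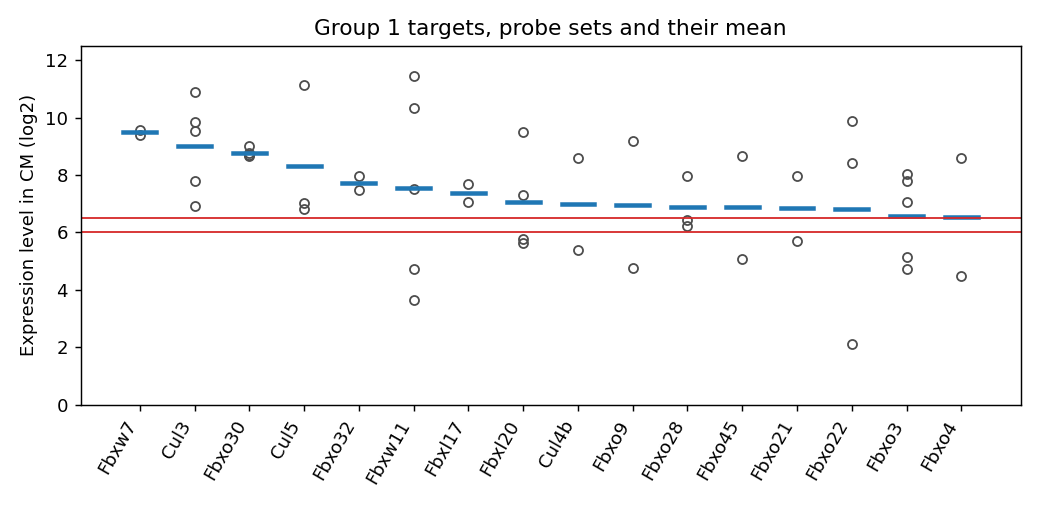
Log2 expression level in CM of 16 of the 17 targets in the first column of Table S1, with an open circle per probe set, a blue line at the mean and red lines at 6.0 and 6.5. The means run from 6.53 for Fbxo4 to 9.49 for Fbxw7, and the circles of Fbxo22 and Fbxw11 are spread most widely.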

Group 1 included the highest expressed targets with a mean value greater than 6.5 in multiple measurements. 

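The 18 targets in the second column of Table S1 had a median level of 6.98 in CM, from 5.95 for Fbxw8, the F-box partner of Cul7, to that of Cul4a. Mean levels from 6.0 to 6.5 were found for 3 of them, namely Fbxw2 at 6.43 with an SD of 1.19 over 7 probe sets, Fbxo6, which binds N-glycans, at 6.35 with an SD of 0.70 over 2 probe sets, and Fbxo33 at 6.09 with an SD of 0.18 over 2 probe sets. A further 14 targets exceeded 6.5, and each of these was read by 1 probe set. Among them, Fbxo8 stood at 8.65, Fbxw5 at 8.51, Fbxo11 at 8.23, Fbxl14 at 7.68 and Fbxl12 at 7.45. Fbxl19 at 7.00, Fbxw4 at 6.96, Fbxo25 at 6.92, Fbxo10 at 6.68, Cul7 at 6.66 and Fbxo18, now named Fbh1, at 6.62 lay nearer to the threshold. No spread can be given for the genes with 1 probe set.

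**Figure D3:**
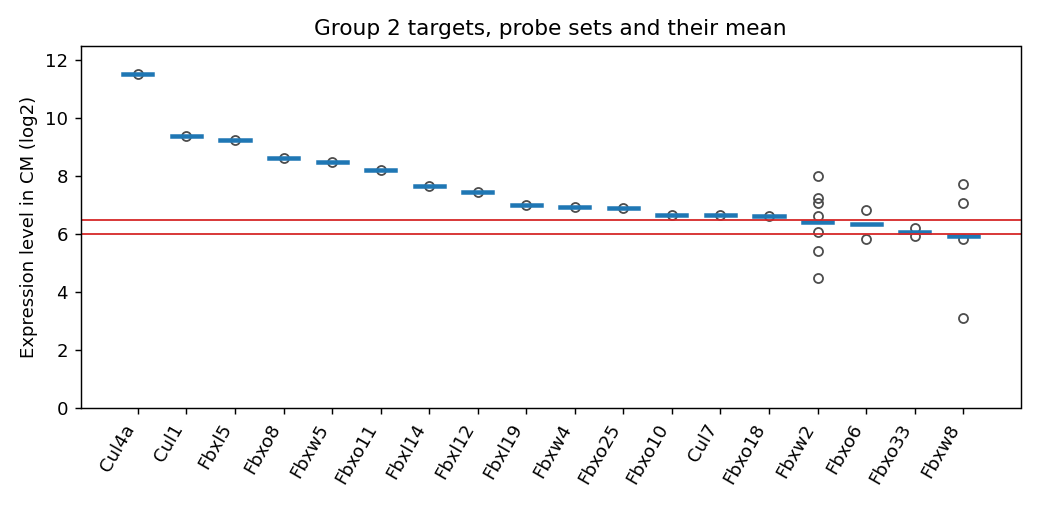
Log2 expression level in CM of the 18 targets in the second column of Table S1, with an open circle per probe set, a blue line at the mean and red lines at 6.0 and 6.5. Of the means, 14 lie above 6.5, 3 between the lines and 1 below them.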

The second group with values in multiple measurements and mean values between 6 and 6.49 on the log_2_ scale. 

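Cul9, also called Parc, is a cullin that binds p53. Its mean level in CM was 3.08, below both thresholds, from probe sets at 1.21 and 4.94. Of the 8 targets in the third column of Table S1, Cul9 alone was among the measured cullin and F-box genes. Levels of the other 7, the RING proteins Rbx1 and Rnf7, the adaptors Ddb1, Tceb1 and Tceb2, and the F-box proteins Skp2 and Btrc, were not analysed here.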

The third group includes components of the Cullin-RING E3 ligases (e.g., backbone proteins and adaptors) for control reactions by knocking down essential subunits. Cell size measurements were conducted in 96 well format with scramble and siRNA-treated cells. The CRL containing Fbxo32 (also known as Atrogin-1) served as internal control for internal validation (Supplementary Figure S2A). PE-stimulated cardiomyocytes showed consistent hypertrophy (Supplementary Figure S2B). Realtime-PCR revealed a knockdown of ∼80–90%, *p* < 0.05 in student’s *t*-Test for all targets investigated (Supplementary Figure S3). MTT and DAPI nuclei count assays monitored the toxicity of siRNA transfection during the screening. No significant cell toxicity was observed upon transfection of the siRNA library (Supplementary Figures S4, S5). Our results indicate that NRCMs can be transfected with a siRNA library directed against CRLs in NRMCs and monitored for their effect on cardiomyocyte size.

**FIGURE 1:**
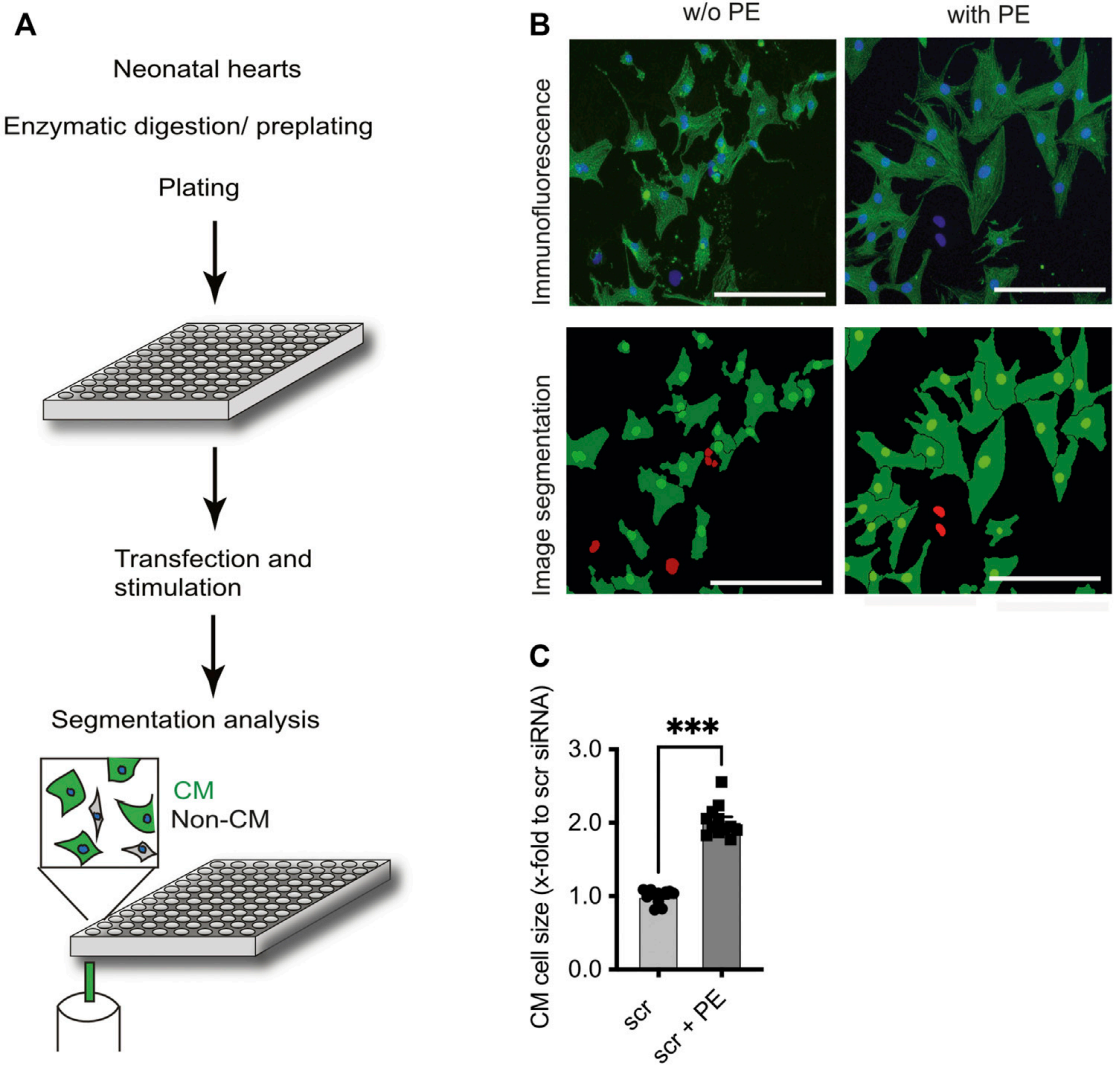
Identification of F-box protein Fbxo25 as a novel regulator of cardiomyocyte hypertrophy. **(A)** Schematic workflow: Cells were isolated from neonatal rat hearts, pre-plated to enrich for cardiomyocytes, and seeded onto 96 well plates. After transfection with 43 different siRNAs, cell identity was determined by immunostaining against α-actinin and DAPI. Cell size was quantitated by automated microscopy and image segmentation. **(B)** Representative immunostaining and image segmentation of neonatal cardiomyocytes in cell culture; cardiomyocytes (α-actinin) were stained for the marker protein. Nuclei stained with DAPI in blue in immunofluorescence picture. Non-CM are labelled red in image segmentations. Scale bar represents 250 μm. **(C)** Histograms of the effect after siRNA scramble transfection on cardiomyocyte size under basal conditions or stimulation with phenylephrine (PE) 50 µM. Dots depict cumulative data from three independent cell preparations. Each independent experiment with > 50,000 cells per group. Data are normalized to scrambled siRNA control. Independent experiments: *N* = 3, *n* = 12, unpaired Students t-test, ***p < 0.001.

### 3.2 Identification of Cullin-RING ubiquitin ligases regulating cardiomyocyte hypertrophy under basal and pro-hypertrophic conditions

In line with previous reports (Jentzsch et al., 2012), incubation of NRCM with the α_1_-adrenergic receptor agonist phenylephrine (PE, 50 µM) for 48 h resulted in a ∼2-fold increase (2.02 ± 0.06, *p* < 0.001) of CM cell size in comparison to mock (PBS) treated CM (Figures 1B, C). Figure 2A displays screening results as a fold change of the mean cell size upon transfection of siRNAs directed against CRLs compared to the mean of scramble control siRNA-transfected cells included on each plate at basal conditions (see Supplementary Table S2 for a tabular presentation).

**FIGURE 2:**
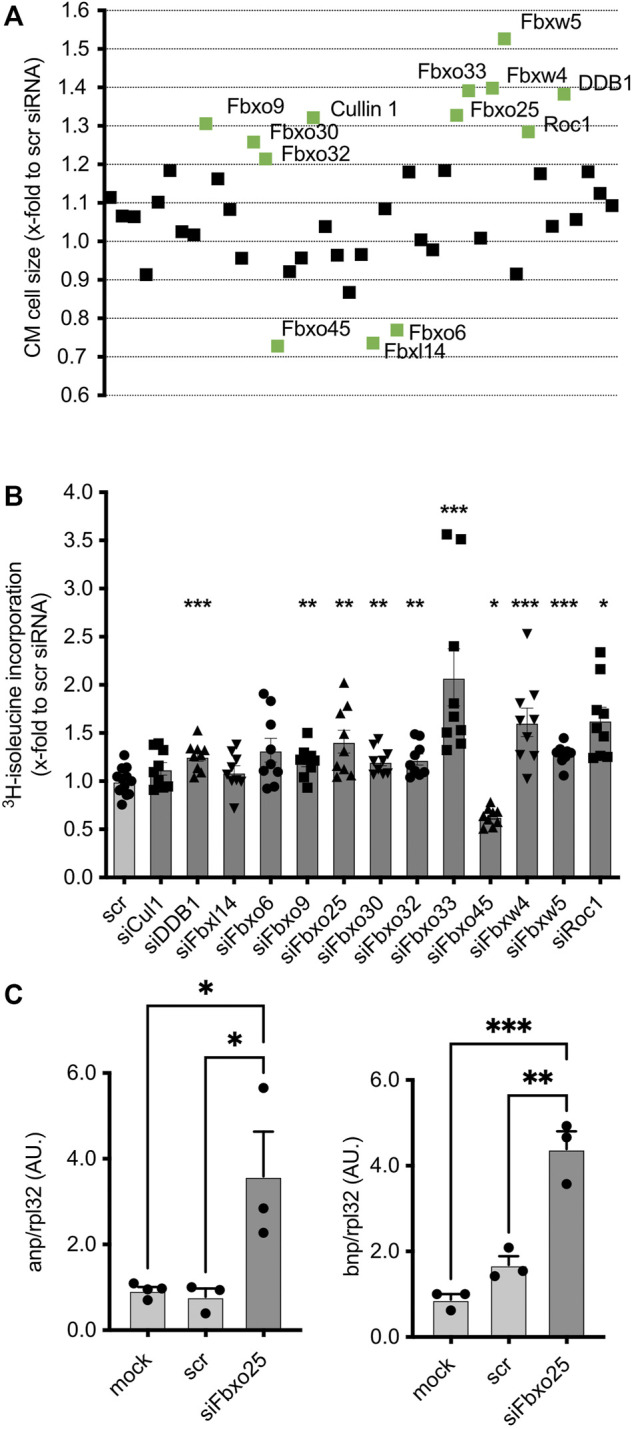
Effect of transfected siRNAs on CM at basal conditions. **(A)** Effect of transfected siRNAs on CM size upon basal condition without PE. Data are normalized to scramble control (scr). Screening targets are depicted on the *x*-axis. Three independent experiments with > 50,000 cells per group. Statistical significance between the screening targets was analyzed by 1-way ANOVA and Bonferroni *post hoc test*. The labelled screening hits are highly significant (labelled in green). **(B)** Validation of cell size changing siRNA-mediated knockdown effect on cardiomyocytes by 3H- isoleucine incorporation without PE. Data were normalized to scramble siRNA control. Dots depict cumulative data from three independent cell preparations. Independent experiments: *N* = 3, *n* = 10–11. Histogram shows data under basal conditions without phenylephrine (PE). Data are mean ± SEM. One-way ANOVA with Bonferroni *post hoc* test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. **(C)** mRNA concentrations of hypertrophy markers atrial natriuretic peptide (ANP, left panel) and brain natriuretic peptide (BNP, right panel) 96 h after transfection of NRCMs. All data shown were normalized to Rpl32. *N* = 3, 4 with > 50,000 cells each. *p < 0.05, ***p < 0.001, 1-way ANOVA with Bonferroni *post hoc test.*

Of all 43 siRNAs screened, ∼32% (14 siRNAs) induced significant (*p* < 0.05) change in cell size in comparison to the control group (Figure 2A). Of these, Fbxo32 (1.21 ± 0.02, *p* < 0.05), Fbxo9 (1.31 ± 0.05, *p* < 0.001), Cullin1 (1.32 ± 0.05, *p* < 0.001), Fbxo25 (1.37 ± 0.03, *p* < 0.001), Fbxo30 (1.26 ± 0.04, *p* < 0.01), Roc1 (1.29 ± 0.03, *p* < 0.001), Fbxo33 (1.39 ± 0.06, *p* < 0.001), Fbxw4 (1.39 ± 0.02, *p* < 0.001), Fbxw5 (1.52 ± 0.05, *p* < 0.001) and Ddb1 (1.38 ± 0.05, *p* < 0.001), showed the most pronounced effect. Of note, depletion of Fbxo45 (0.73 ± 0.03, *p* < 0.01), Fbxl14 (0.76 ± 0.02, *p* < 0.01) and Fbxo6 (0.77 ± 0.03, *p* < 0.05) resulted in a marked reduction of mean cell size. All screening hits were analyzed by ^3^H-isoleucine incorporation, an established indicator for nascent protein synthesis accompanying hypertrophy (Figure 2B). The majority of the screened targets, including Fbxo32 (1.23 ± 0.06, *p* < 0.01), Fbxo9 (1.20 ± 0.05, *p* < 0.01), Cullin1 (1.13 ± 0.07, n.s.), Fbxo25 (1.41 ± 0.12, *p* < 0.01), Fbxo30 (1.21 ± 0.05, *p* < 0.01), Fbxo33 (2.08 ± 0.29, *p* < 0.001), Fbxw4 (1.61 ± 0.15, *p* < 0.001), Fbxw5 (1.28 ± 0.03, *p* < 0.001) and Ddb1 (1.26 ± 0.05, n.s.), showed enhanced ^3^H-isoleucine incorporation. Of note, only after depletion of Fbxo45 (0.63 ± 0.03, *p* < 0.05) bot not of Fbxl14 (1.01 ± 0.07, n.s.) and Fbxo6 (1.32 ± 0.12, n.s.), this assay showed a hypotrophy correlate, which might be due to other unknown intracellular metabolic mechanisms.

Next, we evaluated the effect of siRNA-mediated depletion of CRLs in hypertrophic NRCM (Figures 3A, B; see Supplementary Table S2 for a tabular presentation). Depletion of Fbxo25 (1.32 ± 0.03, *p* < 0.001), Fbxo33 (1.31 ± 0.04, *p* < 0.001) and Fbxw4 (1.19 ± 0.03, *p* < 0.001) resulted in significant additional increase of mean cell size of PE-treated NRCMs. On the contrary, knockdown of Fbxo45 (0.71 ± 0.02, *p* < 0.001) and Fbxo6 (0.81 ± 0.02, *p* < 0.001) resulted in approx. 20%–30% decrease in mean cell size of hypertrophic NRCMs. All significant results und PE stimulation were analysed by ^3^H-isoleucine incorporation (Figure 3C). Of these, Fbxo25 (1.40 ± 0.06, *p* < 0.001), Fbxo33 (1.58 ± 0.06, *p* < 0.001) and Fbxw4 (1.27 ± 0.08, *p* < 0.001) resulted in significant ^3^H-isoleucine incorporation. In line with the previous mediated hypotrophy, Fbxo45 (0.74 ± 0.07, *p* < 0.01) and Fbxo6 (1.15 ± 0.06, ns) were analyzed for ^3^H-isoleucine incorporation after depletion. Supplementary Figure S2C displays the screening results at basal and PE stimulation normalized to untreated scramble control.

**FIGURE 3:**
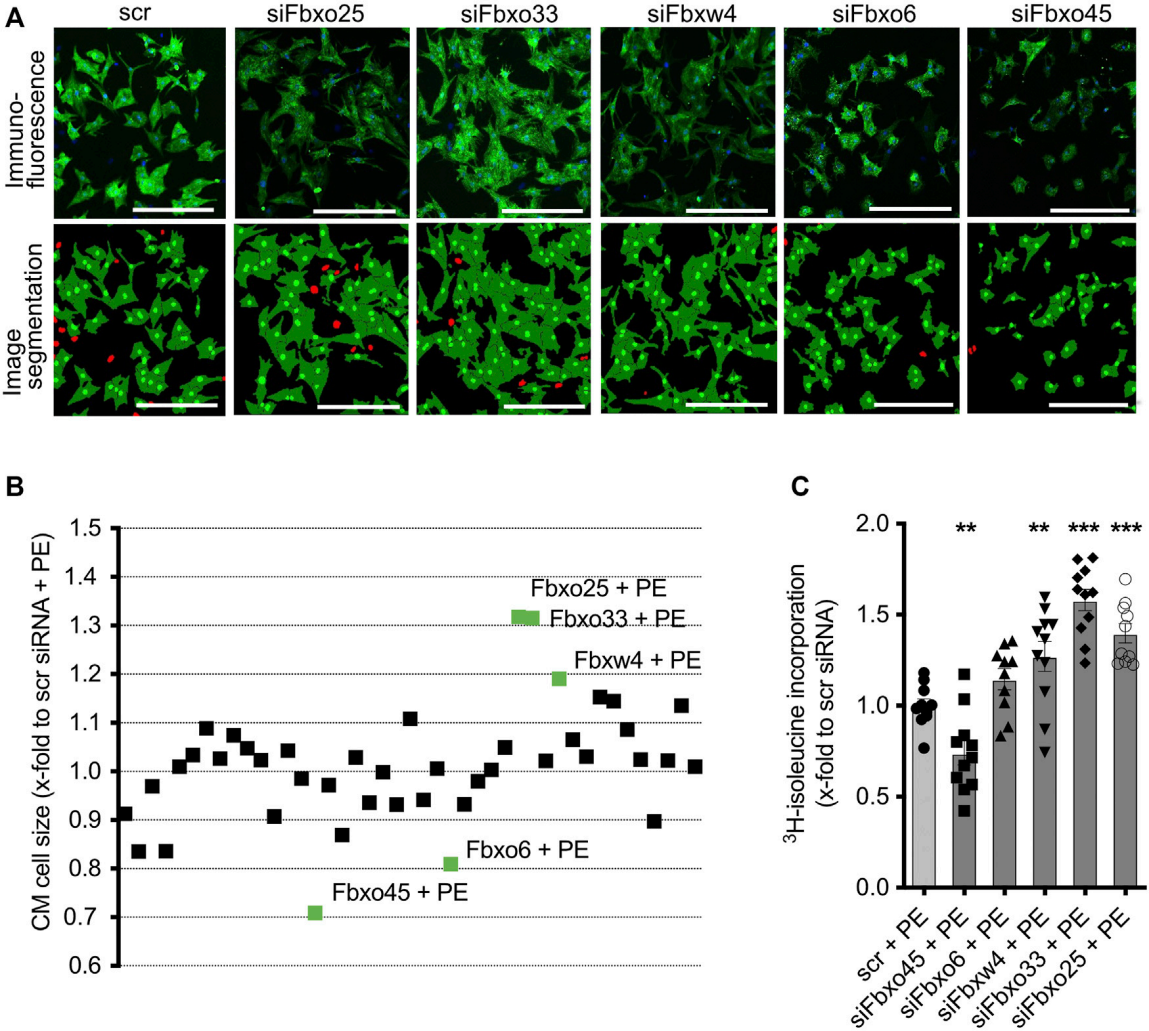
Effect of transfected siRNAs on CM at PE-induced CM hypertrophy. **(A)** Representative immunostainings and image segmentations of neonatal rat cardiomyocytes (CM) upon transfection with scramble control or siRNAs against Fbxo25, Fbxo33, Fbxw4, Fbxo6, and Fbxo45. CM were identified by staining for α-actinin (green) and nuclei are labelled with DAPI (blue) in immunofluorescence pictures. Non-CM are labelled red in image segmentations. Scale bar = 500 μm. **(B)** Effect of transfected siRNAs on CM size upon PE-induced CM hypertrophy. Data are normalized to scramble control with PE. Three independent experiments with > 50,000 cells per group. Statistical significance between the screening targets was analyzed by 1-way ANOVA and Bonferroni *post hoc test.* The labelled screening hits are highly significant (labelled in green). **(C)** Validation of cell size change after siRNA transfection on CM by ^3^H- isoleucine incorporation with PE-induced hypertrophy. Data are normalized to scramble control with PE (scr + PE). Dots depict cumulative data from three independent cell preparations. Three independent experiments: *N* = 3, *n* = 10–11. Statistical significance between the screening targets was analyzed by 1-way ANOVA and Bonferroni *post hoc test.*

### 3.3 Loss of Fbxo25 results in cardiomyocyte hypertrophy

As a proof-of-concept for the validity of the screening assay, we further studied the role of SCF Fbxo25. Previous publication showed, that Fbxo25 promotes the degradation of growth factors such as ELK-1 (Teixeira et al., 2013), and is destructing cardiac-specific transcriptions factors (Jang et al., 2011; Jeong et al., 2015). Depletion of F-box protein Fbxo25, as a CRL target with significant cell size increase upon depletion both at basal and under PE stimulation (Figures 2A, 3B). The pro-hypertrophic effect by ∼32% upon Fbxo25 depletion was confirmed by ^3^H-isoleucine incorporation (Figures 2B, 3C).

### 3.4 Increased FBXO25 protein abundance in pathological hypertrophic heart tissue upon transverse aortic constriction and increased ANP/BNP mRNA upon Fbxo25 depletion

To investigate the abundance of Fbxo25 *in vivo*, we analyzed the FBXO25 protein in heart samples of mice undergoing transverse aortic constriction (TAC), a model resulting in pressure overload and hypertrophy. We observed upregulation of FBXO25 protein abundance 2 weeks (∼4.5-fold, *p* < 0.05) and 6 weeks (∼2.5-fold, *p* < 0.01) after TAC when compared to sham controls (Figures 4A, B). Next, we evaluated the mRNA levels of Fbxo25 in TAC heart (Figure 4, right panel). Fbxo25 mRNA levels increased at 2 weeks (*p* < 0.01) and maintained ∼3-fold higher after 6 weeks (*p* < 0.001).

**FIGURE 4:**
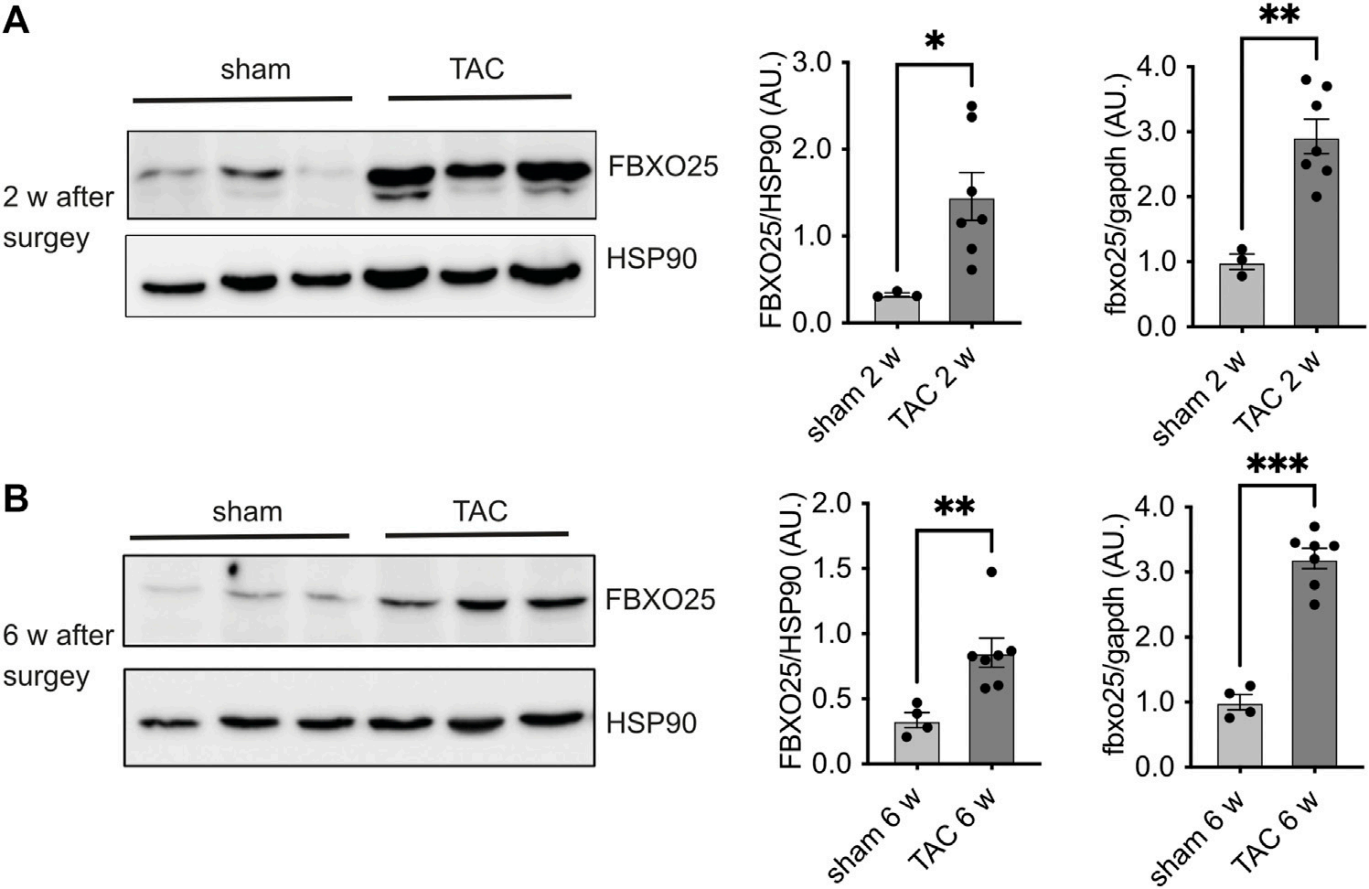
Fbxo25 accumulates in murine hearts upon transverse aortic constriction (TAC). Immunoblot of FBXO25 protein level, mRNA levels and quantification thereof in murine hearts lysates after two [upper panel **(A)**] and 6 weeks [lower panel **(B)**] upon TAC. HSP90 served as a protein loading control. Quantification of mRNA levels after two and 6 weeks (right panel) are normalized to control and gapdh served as housekeeping gene. Sham-operated littermates served as controls, *N* = 3–7. Histograms depict quantitative data (right panel). Statistical significance was determined using unpaired student’s t-test: *p < 0.05; **p < 0.01.

Furthermore, the transfection of siRNA-mediated depletion of Fbxo25 led to a marked increase of atrial natriuretic factor (Anp) and brain natriuretic factor (Bnp) transcripts, a hallmark of the hypertrophy-associated gene expression program in NRMCs (Figure 2C). *ANP* mRNA levels were increased 4.6-fold, and *BNP* mRNA levels increased 2.6-fold when compared to scramble-siRNA controls (*N* = 3-4, *p* < 0.05). Taken together, these data give novel insight that into CRLs subunits playing a yet unrecognized role in CM.

## 4 Discussion

Our screening showed a statistically significant increase in CM cell size after knockdown of Fbxo9, Fbxo25, Fbxo30, Fbxo32, Fbxo33, Cullin1, Roc1, Fbxw4, Fbxw5, and Ddb1, whereas the knockdown of Fbxo6, Fbxo45, and Fbxl14 resulted in a decrease in CM cell size. After phenylephrine induced hypertrophy in NRCMs, knockdown of Fbxo6, Fbxo25, Fbxo33, Fbxo45, and Fbxw4 resulted in significant statistically changes in cell size.

Using this unbiased approach, we identified several members of CRLs, besides Atrogin-1 (Fbxo32), that has been studied extensively (Bodine et al., 2001; Lecker et al., 2004), of which the majority had not been implicated in CM hypertrophy before. Atrogin-1 was shown to inhibit cardiac hypertrophy *via* targeting of calcineurin/nucleus factor of activated T (NFAT) and phosphatidylinositol-3 (PI-3)/Akt/Foxo signalling pathways (Li et al., 2004; Li et al., 2007; Skurk et al., 2005). In contrast, the deficiency of Atrogin-1 leads to augmented cardiac hypertrophy *in vivo* (Li et al., 2007). Recently, studies also identified the Atrogin-1 gene as a new player in familial dilatative cardiomyopathy (Al-Yacoub et al., 2016) and described its mechanistic interaction with the endoplasmatic reticulum-stress apoptosis protein called CHOP (C/EBP homologous protein) (Al-Yacoub et al., 2021).

Throughout our siRNA-based screening in CM, we used the characterized Atrogin-1 as a valid prototype and internal control to evaluate our approach. Similarly, siRNA-mediated knockdown of Atrogin-1 mRNA resulted in a hypertrophic response in CM shown by immunofluorescence microscopy and ^3^H-isoleucine incorporation. In this study, we used a relative mRNA expression assessed from microarray data. It should be pointed out that relatively low expression levels of a given protein do not necessarily mean it is functionally less important. 

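Of the 35 measured cullin and F-box genes that Table S1 does not list, 4 had a level of at least 6.0 in CM. Fbxo34 and Fbxo7, the latter linked to mitophagy and familial parkinsonism, both stood at 6.20 and Fbxo46 at 6.06, with Fbxl6 between them. Each was read by 1 probe set, and all 4 lay under 6.5. Taking the highest probe set of each gene in place of the mean gave 9 genes of at least 6.0 that Table S1 does not list. Scalings of the 5 samples chosen after seeing the data gave 2 such genes with equal medians and 0 with quantile normalization. Requiring at least 2 probe sets over 6.0 leaves out all 4 genes by construction. The 1 gene that this rule gave was Fbxl7, whose mean lay under 6.0.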

A single expression analyses could also potentially miss other relevant CRLs in the heart.

Fbxo32 (Atrogin-1), a key regulator of cardiac hypertrophy (Li et al., 2004; Li et al., 2007), was identified by our screening approach and showed a 1.21-fold increase in mean cell size upon siRNA-mediated depletion at basal conditions (Supplementary Figure S2). Besides Atrogin-1, we observed other CRLs containing the F-box motif that showed an even more substantial hypertrophic effect after siRNA-mediated depletion in CMs. Of these, the F-box protein 25, was identified as a potential regulator in our screening. Teixeira et al. showed that Fbxo25 promotes the degradation of ELK-1, which is known as the regulator of c-fos (Teixeira et al., 2013). Remarkably, Fbxo25 acts as an E3 ligase for destructing cardiac-specific transcriptions factors (e.g., Nkx2-5, Isl1, Hand1, and Mef2C) with higher expression levels in fetal than in adult heart cells (Jang et al., 2011). Recently, Baumann et al. showed that Hax-1 protein, a well-known player in the heart, is targeted by CRL containing Fbxo25 (Baumann et al., 2014). Hax-1, primarily described as a multifunctional protein (Han et al., 2006; Shaw and Kirshenbaum, 2006; Vafiadaki et al., 2009; Lam et al., 2013; Mattiazzi and Kranias, 2014), was identified as a regulator of myocardial contractility and calcium cycling (Zhao et al., 2009). As a proof-of-principle, we evaluated the Fbxo25 in different models: neonatal cardiomyocytes, and *in vivo* model of pathologic cardiac hypertrophy upon transverse aortic constriction.

In the TAC model, we observed a significant increase in Fbxo25 protein and mRNA levels after 2 and 4 weeks of pathologically increased cardiac afterload. Our data show that siRNA-mediated knockdown of Fbxo25 results in CM hypertrophy which is associated with increased BNP and ANP mRNA levels. Therefore, Fbxo25 might display a counteractive regulation in heart hypertrophy. Future studies are warranted to investigate, if the loss of Fbxo25 in CM results in augmented hypertrophy and Fbxo25 overexpression diminishes hypertrophy by acting as a potential counterregulatory protein. However, if the presence and deficiency are equally important for its cellular function remains to be elucidated in future studies. These results suggest a potential role of Fbxo25 in heart hypertrophy and underline the putative role of the other CRL subunits identified in our screening. Regarding the limitations of the study, we combined experiments using PE, an inductor of pathological *in vitro* hypertrophy, and a TAC model for the same target. Therefore, our study suggests yet unknown UPS subunits to play a potential role in cardiac hypertrophy, however due to our experimental design, our results can’t assign our screening hits, e.g., Fbxo25 to either physiological or pathophysiological cardiac hypertrophy. Our screening showed a significant effect on CM cell size after the knockdown of several other targets, including Fbxo9, Fbxo30, Fbxo33, Fbxw4, Fbxw5, and Ddb1 as well for the scaffold proteins of the CRL (Roc1 and Cul1). The Cul1 protein acts as a scaffold, anchoring the RING finger protein and the adaptor for the attachment of the variable F-box proteins. Consequently, the knockdown of each of the backbone proteins should prevent CRL function. In our experiments, the knockdown of the backbone Cul1 and Roc1, both essential for complex assembling, results in similar CM hypertrophy. However distinct F-box proteins could lead to either atrophic or hypertrophic effects in CM. Unexpectedly, the decrease in cell size after knockdown of Fbxo6 and Fbxl14 could not be confirmed by ^3^H-isoleucine incorporation, despite showing a stable nuclei count (Supplementary Figure S4) and no toxic effect assessed by MTT assays (Supplementary Figure S5). A possible explanation for these results could be yet unknown intracellular and metabolic changes upon depletion of these CRL subunits.

Besides Atrogin-1 (Fbxo32) and Fbxo25, published data about the role of the F-box proteins in cardiac diseases and growth control is still rare. So far only Fbxo9, being upregulated in a hindlimb unloading model (Wu et al., 2011) and the association of Fbxo30 in Nebulin-mediated myopathy are known (Sartori et al., 2013; Li et al., 2015). These observations are nevertheless mechanistically in accordance with our screening result. Interestingly Fbxw5 is involved several pathways such as MAP3K and JNK/p38 pathway (Minoda et al., 2009). Recently, Fbxw5 was shown to act as a negative regulator of pathological cardiac hypertrophy (Hui et al., 2021). Fbxw5 deficiency aggravated cardiac hypertrophy, while adeno-associated virus 9-mediated overexpression of Fbxw5 protected mice from hypertrophic stimuli, which is in line with our screening result for Fbxw5. The fact that other F-box proteins could regulate important cardiac pathways, such as Fbxo33 [regulation of growth factors by YB-1 (Lutz et al., 2006; Lyabin et al., 2014)], Fbxo45 [regulator of p73 and mTOR signalling (Peschiaroli et al., 2009; Saiga et al., 2009; Han et al., 2012; Chung et al., 2014)], Ddb1 [associated with hypertension phenotype in a specific population with a polymorphism that impairs the function of Gβ3 to target GRK2 ubiquitination (Zha et al., 2016)] opens exciting new insights that should be investigated in the future.

To date, this study identified other members of the UPS that bear the ability to modulate the hypertrophic response in mammal cardiomyocytes. However, it is tempting to speculate that F-box proteins play a more prominent role in heart hypertrophy and diseases; more studies are warranted to decipher their new potential role and intracellular mechanisms.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding authors.

# Supplementary material for: Identification of hypertrophy-modulating Cullin-RING ubiquitin ligases in primary cardiomyocytes
**Source:** Front Physiol. 2023 Mar 8;14:1134339. doi: 10.3389/fphys.2023.1134339
**Supplement:** Supplementary file 1

Supplementary Material

Identification of hypertrophy-modulating Cullin-RING ubiquitin ligases in primary cardiomyocytes

Maximillian Fischer ^1,2,3 *^, Moritz Jakab ^1,4^, Marc N. Hirt ^5,6^, Tessa R. Werner ^5,6^, Stefan Engelhardt ^1,3^, Antonio Sarikas ^7 *^

^3^DZHK (German Center for Cardiovascular Research), partner site Munich Heart Alliance, Munich, Germany.

^6^DZHK (German Center for Cardiovascular Research), partner site Hamburg/Kiel/Lübeck, Germany.

and
Prof. Antonio Sarikas

# Supplementary Figures and Tables

## Supplementary Figures

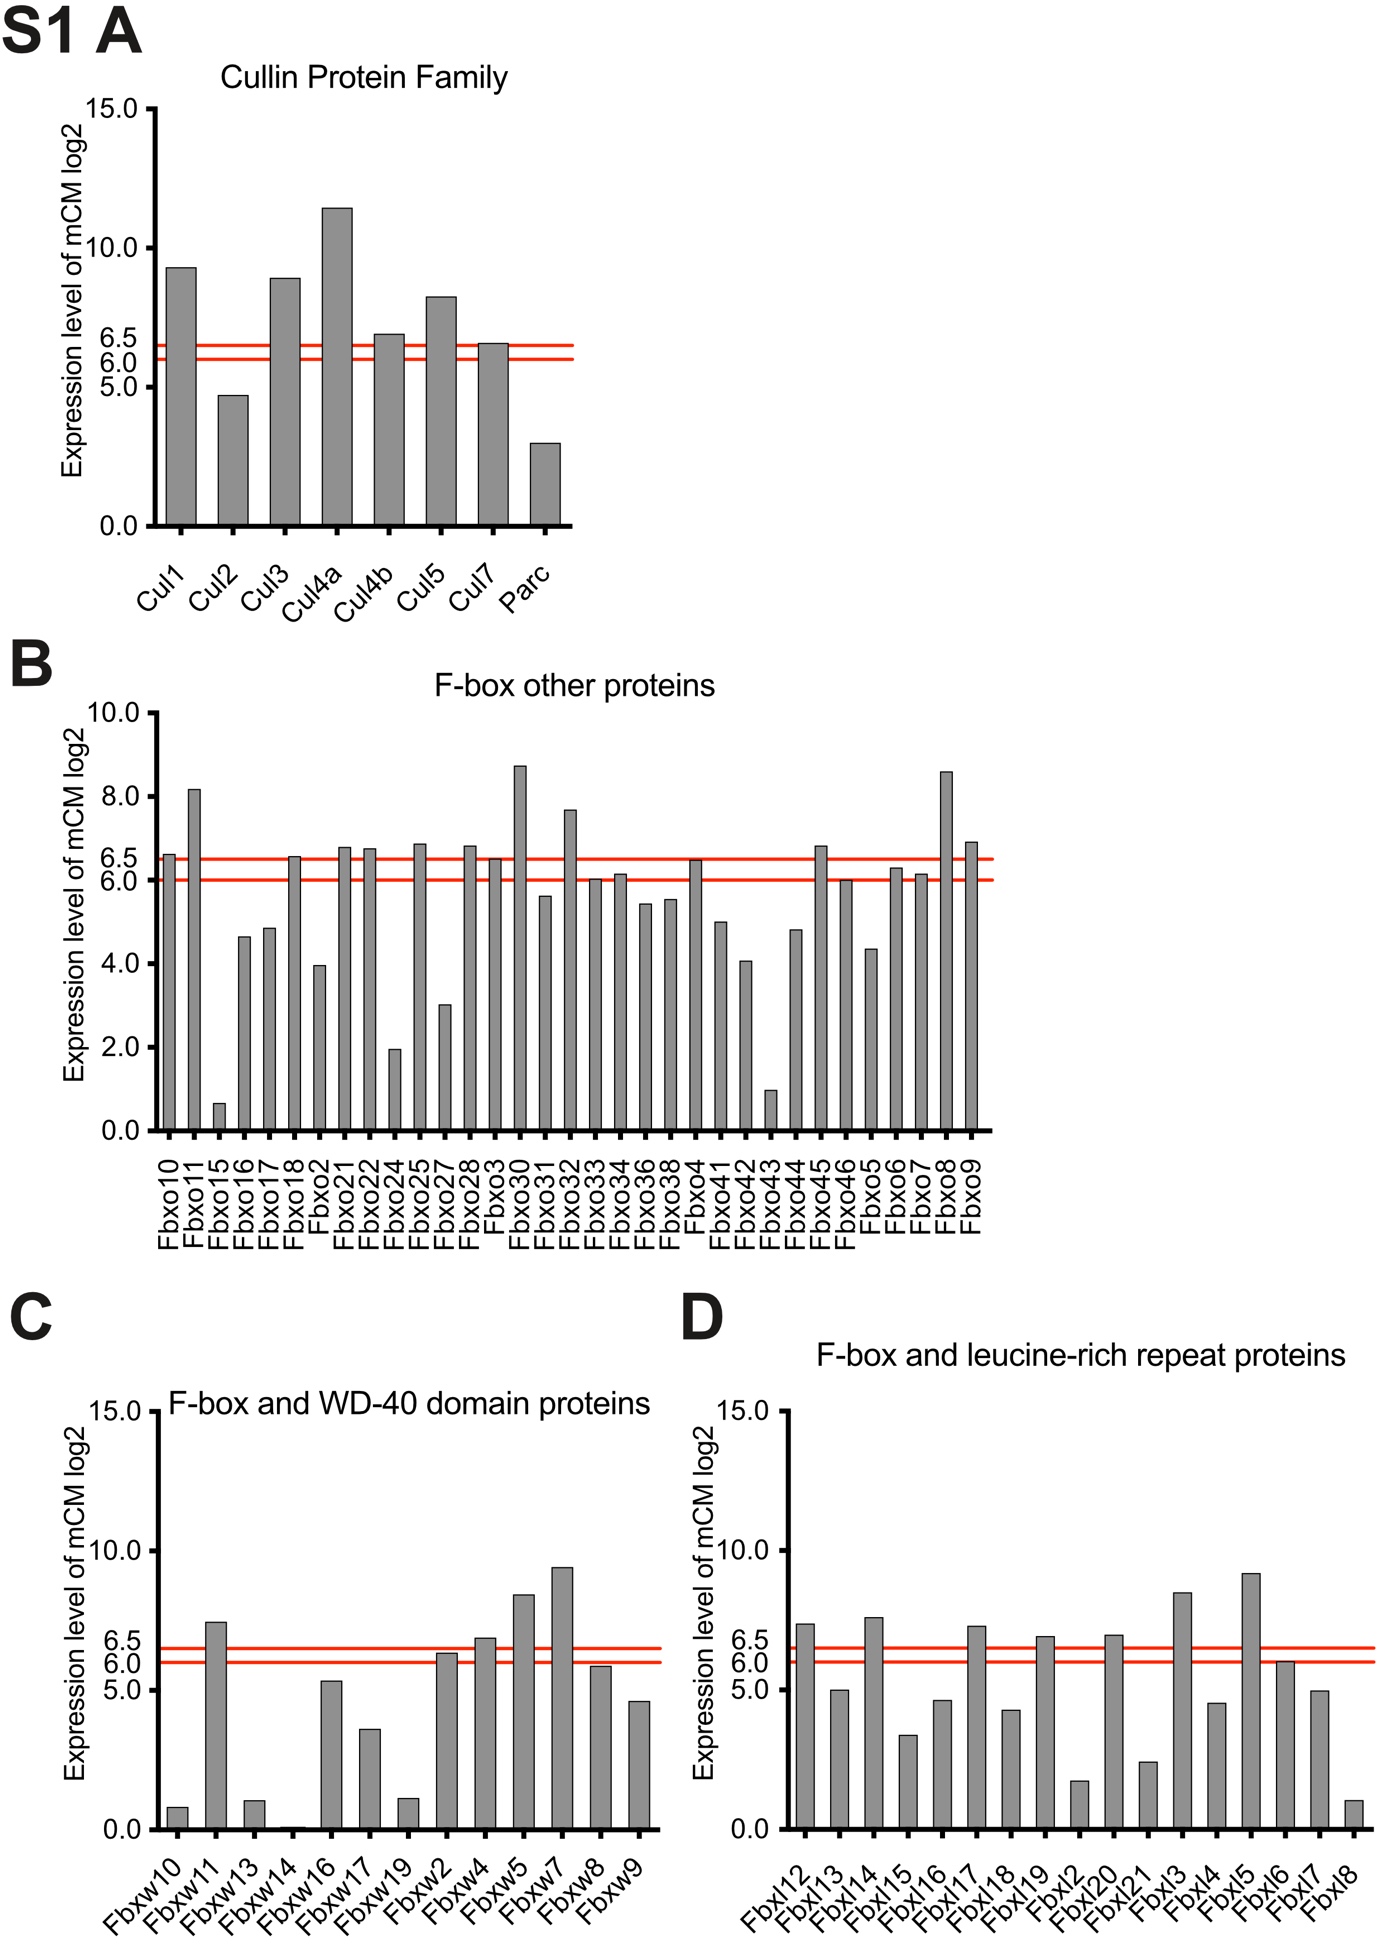

**Figure S1 description:**CRL subunit expression in microarray analysis. Analysis of the Netaffx microarray data in cardiomyocytes resulted in four target groups arranged by their protein family. **(A)** Expression level of Cullin protein family member, **(B)** F-box other proteins **(C),** F-box and WD-40 domain proteins, and **(D)** F-box and leucine-rich repeat proteins. Mean expression levels are displayed in log_2_ scale according to manufacturer protocol. Expression levels starting at 6.0 provide relevant protein synthesis and above at 6.5 argues for strong protein expression, according to the manufacturer.

**
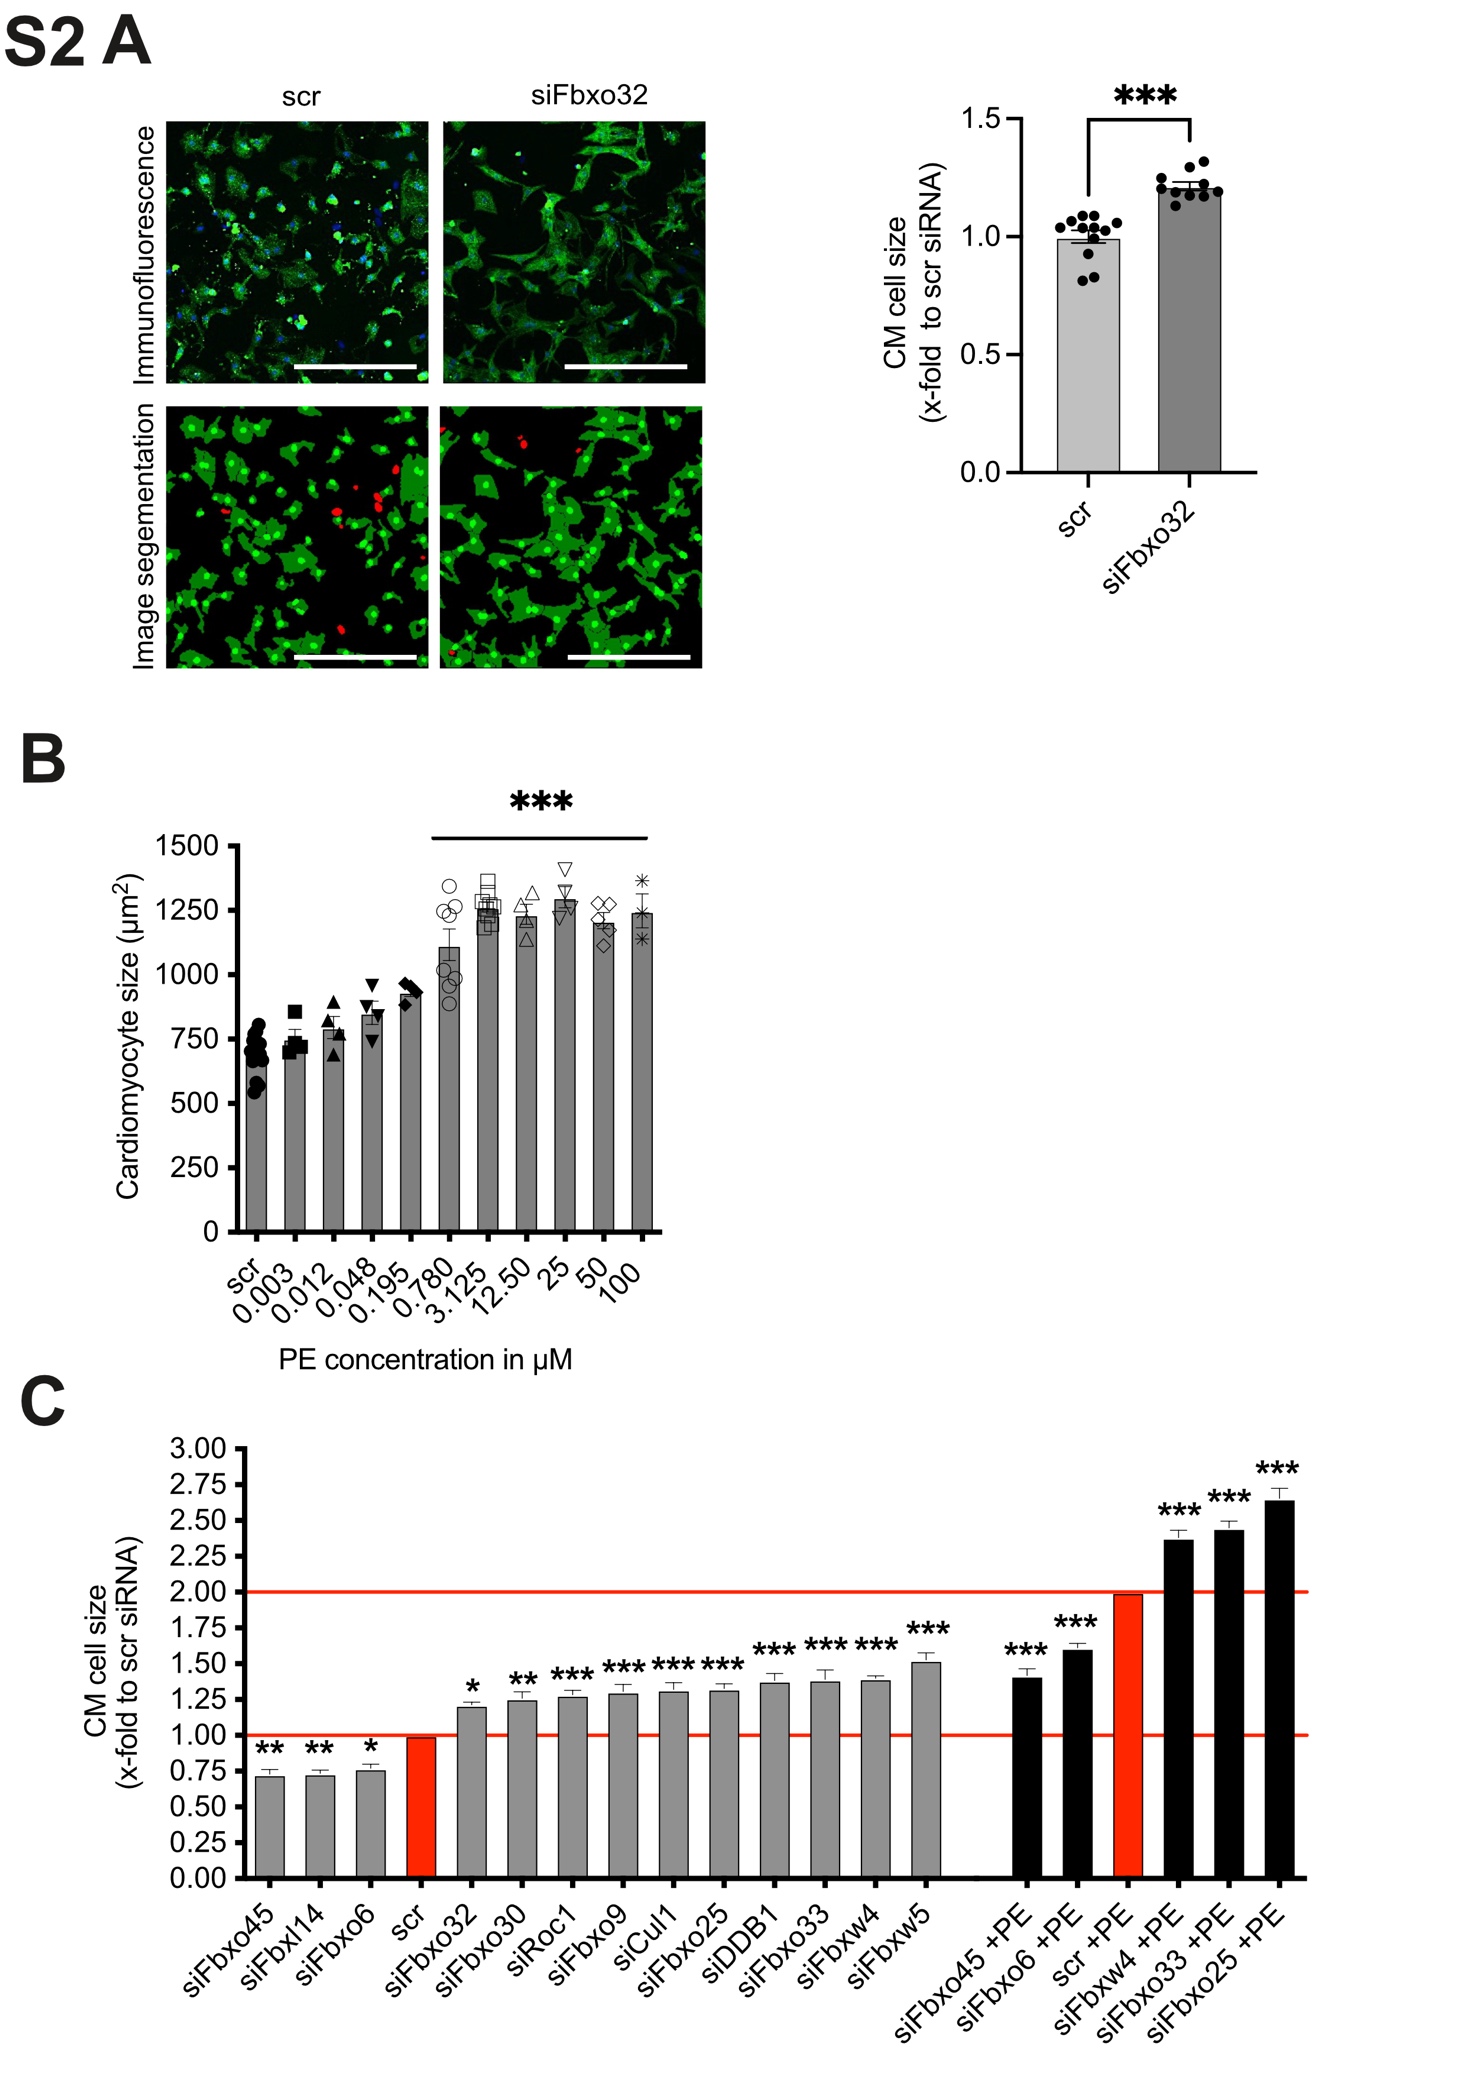
**

**Figure S2 description:**(**A**) Representative immunostaining and image segmentation of neonatal cardiomyocytes in cell culture after transfection of scramble siRNA or siRNA against *Fbxo32/Atrogin-1* mRNA; cardiomyocytes (α-actin in) were stained for the marker protein. Nuclei stained with DAPI in blue. Scale bar represents 250 μm. Histogram depicts quantitative data on the right panel. Effect of transfected siRNA on cardiomyocyte size under basal conditions. Each independent experiment with > 50,000 cells per group. Data are normalized to scrambled siRNA control. Independent experiments: N=3, n=10-12, unpaired Students t-test, ** P< 0.01, ***P < 0.001.

(**B**) Effect of increasing PE concentrations on induced CM hypertrophy. Cell size in µm^2^ was assessed by automated microscopy. N= 3 - 16 independent experiments. Statistically significant cell size change compared to scramble (scr) control is indicated. Data are mean ± SEM and statistically analyzed by one-way ANOVA with Bonferroni *post hoc test*, *** P<0.001.

(**C**) Illustrative overview of the identified screening targets sorted by increasing cell size effect. Basal conditions (left side) and PE stimulated condition (right side) are normalized to the corresponding scr or scr+PE control. Data are mean ± SEM and statistically analyzed by one-way ANOVA with Bonferroni *post hoc test.* Significance levels are reported to the corresponding baseline and PE-stimulated control * P<0.05, ** P< 0.01, ***P < 0.001.

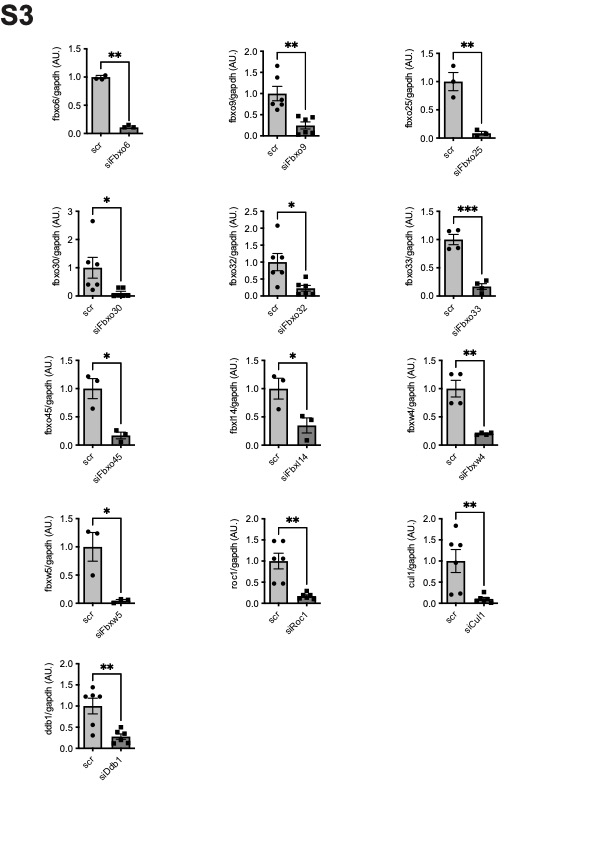
 **Figure S3 description:**Validation of each siRNA-mediated knockdown of mRNA by qPCR in cardiomyocytes after transfection. Scramble siRNA served as control. Data were normalized to *Gapdh* as housekeeping gene. Independent experiments: N=3, n=3-6. Data are mean ± SEM. Unpaired Student’s t-test, * P< 0.05, ** P< 0.01, *** P<0.001.

**Figure S4 description:**Nuclei count analysis after siRNA transfection. DAPI and α-actinin positive cells of the hypertrophy screening data were counted automatically and compared to scramble siRNA (scr) transfected cells. Each point represents the count of NRCMs in one picture taken by electronic microscopy in the hypertrophy assay. Independent experiments: N=3, n=19-48. Data are mean ± SEM. Unpaired Student’s t-test, ** P< 0.01, *** P<0.001.

**
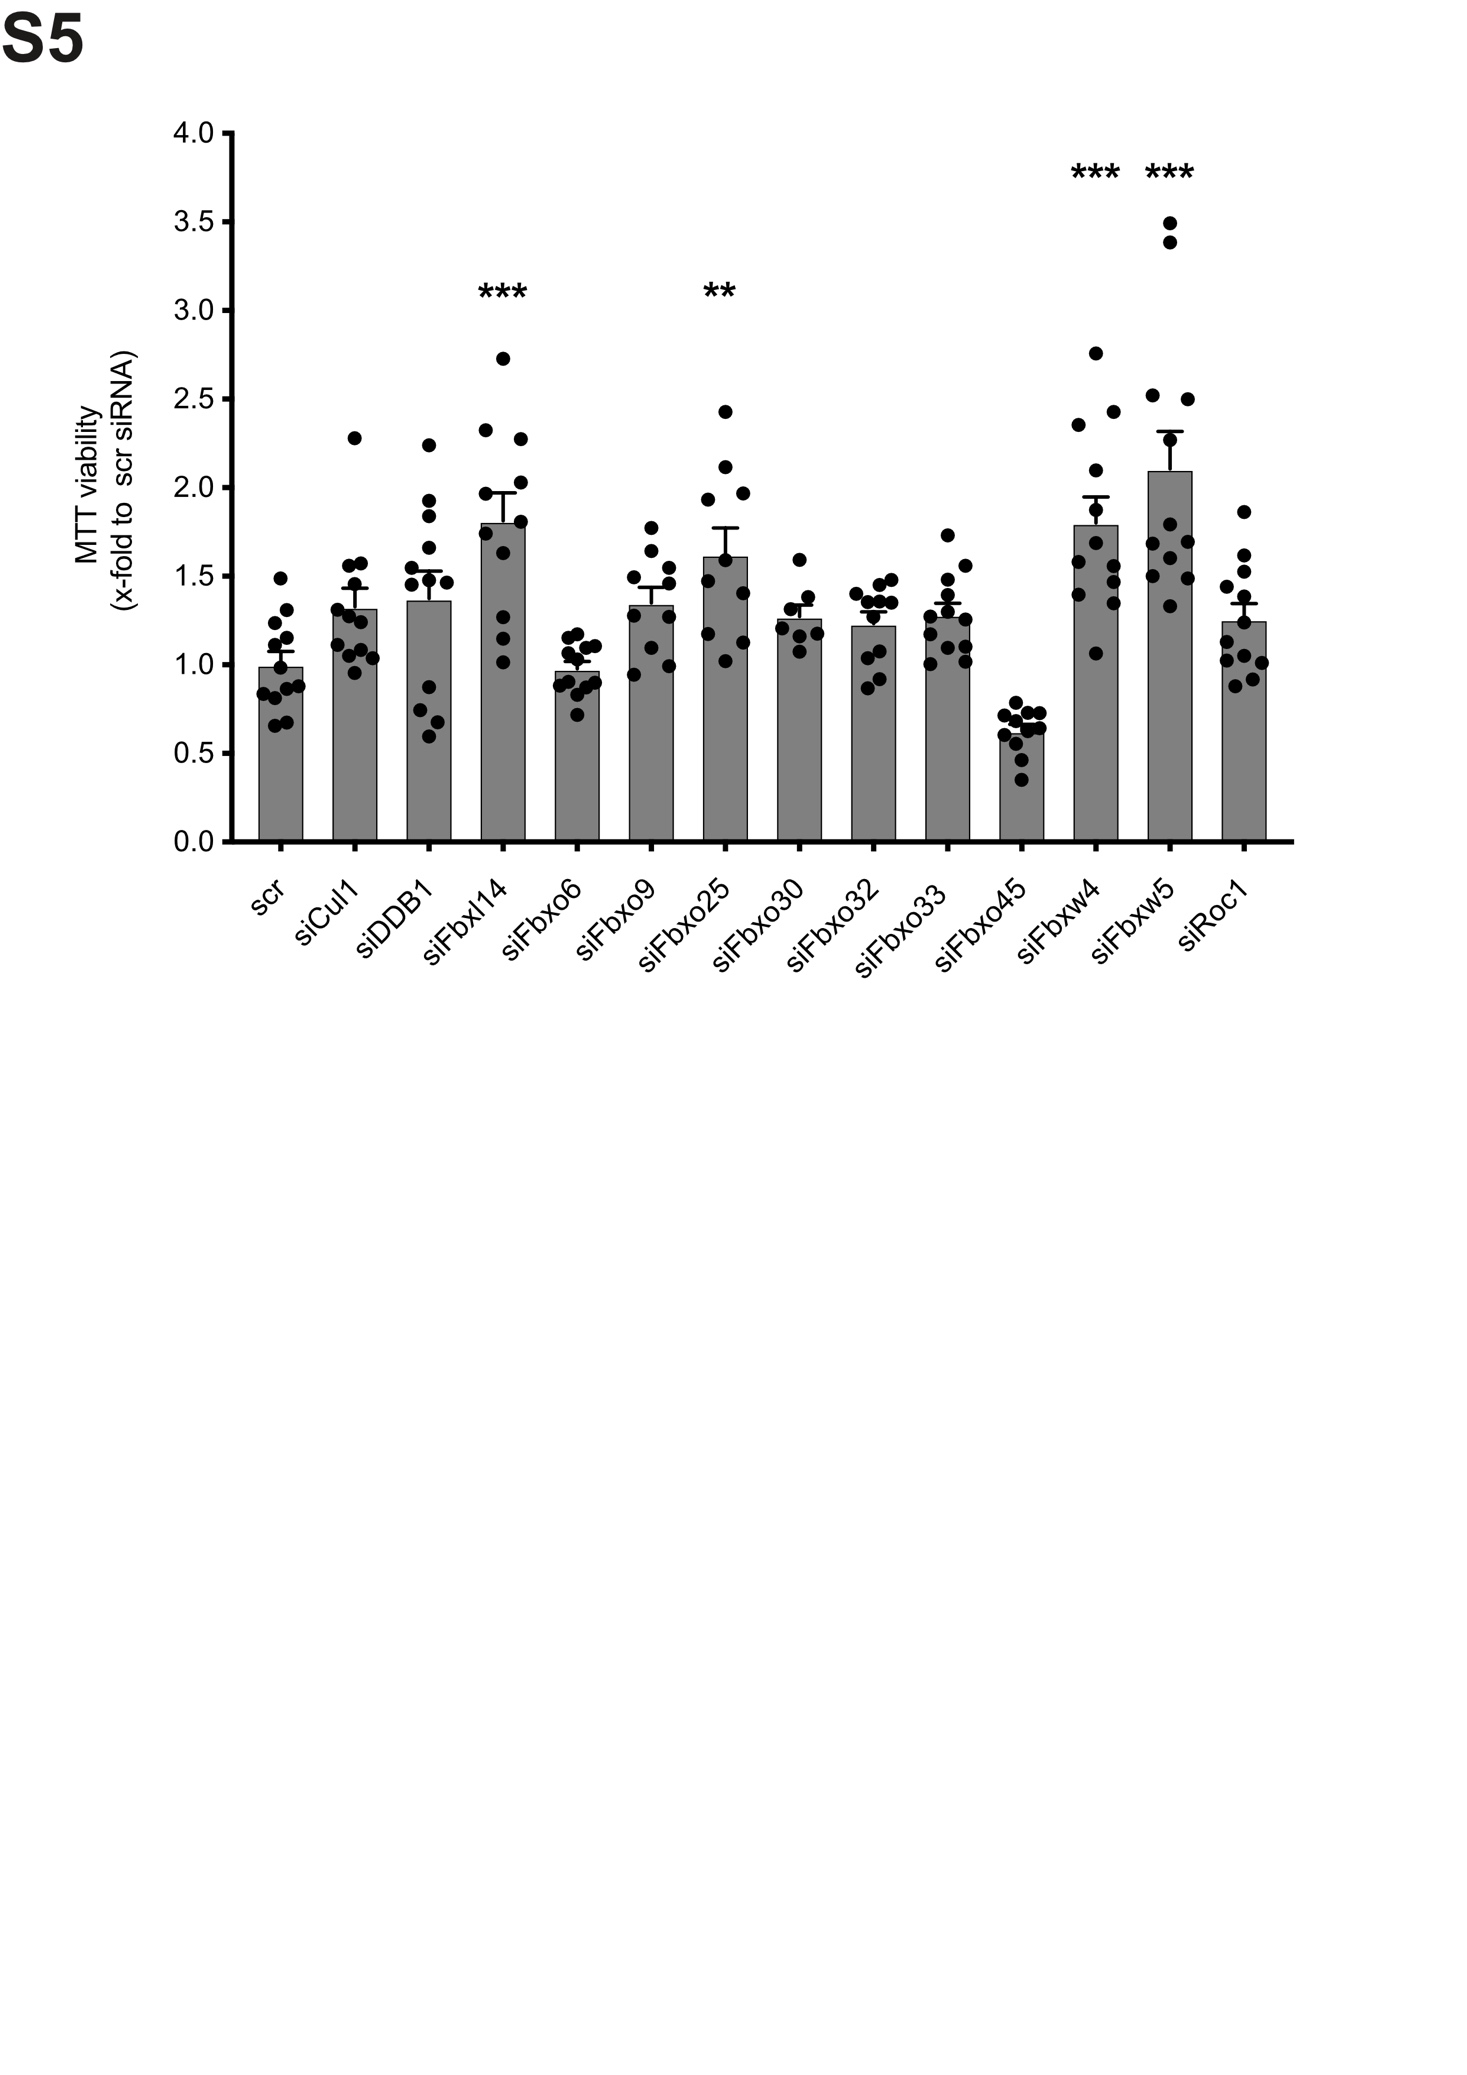
**

**Figure S5 description:**Cell viability after siRNA transfection was assessed by MTT assay. Uptake and metabolism of the MTT reaction were assessed to determine a toxic or beneficial effect on cardiomyocytes. Data were normalized to scramble siRNA control. Independent experiments: N=3, n=7-12. Data are mean ± SEM. and statistically analyzed by one-way ANOVA with Bonferroni *post hoc test*, ** P< 0.01, *** P<0.001.

## Supplementary Tables

**Table S1:**

| Group 1  (multiple measurements > 6.5 in CM)  Gene symbol (NCBI Gene ID) | Group 2  (multiple measurements > 6.0 – 6.49 in CM) | Group 3 |
| --- | --- | --- |
| Cul3 (301555)  Cul4b (302502)  Cul5 (64624)  Fbxl3 (306129)  Fbxl17 (316663)  Fbxl20 (64039)  Fbxo3 (690634)  Fbxo4 (310363)  Fbxo9 (300849)  Fbxo21 (360818)  Fbxo22 (300724)  Fbxo28 (305105)  Fbxo30 (308283)  Fbxo32 (171043)  Fbxo45 (ensemble ID RGD1311861)  Fbxw7 (100360914)  Fbxw11 (303024) | Cul1 (362356)  Cul4a (361181)  Cul7 (363191)  Fbxl5 (305424)  Fbxl12 (313782)  Fbxl14 (312675)  Fbxl19 (308999)  Fbxo6 (192351)  Fbxo8 (306436)  Fbxo10 (362511)  Fbxo11 (301674)  Fbxo18 (291293)  Fbxo25 (364637)  Fbxo33 (314157)  Fbxw2 (311881)  Fbxw4 (309444; like-protein 100911855)  Fbxw5 (362081)  Fbxw8 (304522) | Rbx1; Roc1 (300084)  Rnf7; Roc2 (300948)  Skp2 (294790)  DDB1 (64470)  Tcep2; Elongin B (81807)  Tcep1 ;Elongin C (64525)  BTRC; Fbxw1 (361765)  Cul9; PARC (316228) |

**Table S2:**

| Gene name | Fold-change mean cell size upon depletion (mean ± SEM)  without PE | Fold-change ^3^H-isoleucine incorporation upon depletion (mean ± SEM)  without PE |
| --- | --- | --- |
| Cul1 | 1.32 ± 0.05 | 1.13 ± 0.07 |
| Ddb1 | 1.38 ± 0.05 | 1.26 ± 0.05 |
| Fbxl14 | 0.74 ± 0.02 | 1.09 ± 0.07 |
| Fbxo6 | 0.77 ± 0.03 | 1.32 ± 0.12 |
| Fbxo9 | 1.31 ± 0.05 | 1.20 ± 0.05 |
| Fbxo25 | 1.37 ± 0.03 | 1.41 ± 0.12 |
| Fbxo30 | 1.26 ± 0.05 | 1.21 ± 0.05 |
| Fbxo32 | 1.21 ± 0.03 | 1.23 ± 0.06 |
| Fbxo33 | 1.39 ± 0.06 | 2.08 ± 0.29 |
| Fbxo45 | 0.73 ± 0.03 | 0.63 ± 0.03 |
| Fbxw4 | 1.39 ± 0.02 | 1.61 ± 0.15 |
| Fbxw5 | 1.53 ± 0.05 | 1.28 ± 0.03 |
| Roc1 | 1.29 ± 0.03 | 1.64 ± 0.13 |

| Gene name | Fold-change mean cell size upon depletion (mean ± SEM)  with PE | Fold-change ^3^H-isoleucine incorporation upon depletion (mean ± SEM)  with PE |
| --- | --- | --- |
| Fbxo6 | 0.81 ± 0.02 | 1.15 ± 0.06 |
| Fbxo25 | 1.32 ± 0.03 | 1.40 ± 0.05 |
| Fbxo33 | 1.32 ± 0.04 | 1.58 ± 0.06 |
| Fbxo45 | 0.71 ± 0.02 | 0.74 ± 0.07 |
| Fbxw4 | 1.19 ± 0.03 | 1.27 ± 0.08 |

**Table S3**

| Target gene (rat) |  | Sequence |
| --- | --- | --- |
| *Fbxo45* | forward | TGGCAGTGATAGGGATTGCT |
|  | reverse | TACCCACGCTCAAAGGCTAA |
| *Fbxo25* | forward | ACCAACCCTGTACATGCTCA |
|  | reverse | ACTGCTCTTTGGTCGGGTAA |
| *Fbxw4* | forward | AGGAACGAGTGAAGCTGTCT |
|  | reverse | CTTCTAGCTGCATCCAAGGC |
| *Fbxo6* | forward | CTTCGAGAGGGCTTTGTCAC |
|  | reverse | GCTCTCCACCTTCCACTCAT |
| *Fbxo33* | forward | GGTTTTATTGGCATGGCGGT |
|  | reverse | ATCCTGGTCGGCTAGTTCAC |
| *Roc1* | forward | CGGCGATGGATGTGGATAC |
| *Fbxo9* | forward | TCTGCTGGGTCATTATCGCT |
|  | reverse | CAGCCCCACATGAAAGTTGT |
| *Fbxo30* | forward | TGAGGGACATTTGTGGCAGT |
|  | reverse | GCTTCCTCCCGCTTCTCTAT |
| *Fbxo32* | forward | TTGGATGAGAAAAGCGGCAC |
|  | reverse | CTTCTTGGCTGCAACATCGT |
| *Cul1* | forward | GGATGACCTCAGAGCTGGAA |
|  | reverse | CTCCAAGCCGACAAACTGAG |
| *Ddb1* | forward | GGTGCCATCATCATTGGACA |
|  | reverse | CCATCCATCTGCTCCTCCTT |
| *Fbxl14* | forward | GTCCCTCTCCCTTTGCTCTT |
|  | reverse | ATCCTAGTGCAGCCGTACAG |
| *Fbxw5* | forward | ATGGCTATATCTGGGACCGC |
|  | reverse | GCAAACCAGGAGAAGAAGGG |
| *Gapdh* | forward | TGACAACTCCCTCAAGATTGTCA |
|  | reverse | GGCATGGACTGTGGTCATGA |
| Rpl32 | forward | GCCAAGATCGTCAAAAAGA |
|  | reverse | GTCAATGCCTCTGGGTTT |
| Anp | forward | GGGCTTCTTCCTCTTCCT |
|  | reverse | TGAGACGGGTTGACTTCC |
| Bnp | forward | TGGGCAGAAGATAGACCG |
|  | reverse | GCAAGTTTGTGCTGGAAG |
| Target gene (mouse) |  | Sequence |
| *Fbxo25* | forward | GTGGGGAAGTCAGTGCTAGT |
|  | reverse | TGACAATGTCCCAGCCATCT |
| *Gapdh* | forward | GTGAAGGTCGGTGTGAACG |
|  | reverse | TCGTTGATGGCAACAATCTC |

**Table S4**

| ON-TARGETplus Rat siRNA- SMART pool | |
| --- | --- |
| Target gene | Sequence (5’ -> 3’) of oligonucleotides |
| *Cul3* | UUCAAGAAAUCCAGCGUAA  GAGAUCAAGUUGUACGGUA  UGACAGAAAACACGAGAUA  ACAGGAAGUAGAAACGAUA |
| *Cul4b* | UAACAGUAGUAACGAGAGA  CCAAAUUGAUGCUGCGAUC  UGAUUGAGAGAGAGCGGAA  AGACUUAGCCAAACGCCUA |
| *Cul5* | CUGCAAGAGAUAAGGCGUA  AAGGCAUGAUCAAGCGAAA  GGAAGACAGUAUUGUUCGA  UUAGAAACAAGACGAGAAU |
| *Fbxl3* | GCUUAGAACAUUUGCGCAU  ACAUGAUGCCUACGUGGUA  AUGCCUGACUUGUGGCGAU  AGACACACUUCCACACGAU |
| *Fbxl17* | UGAUAGCCAUUGGGCGAUA  GUUACAAGAUCUCGGACGA  GAAUAUACAUGCAGGAGAA  GUGUGGAGGUUAUCGCAAA |
| *Fbxl20* | CGGAUAGACCUGUUCGAUU  GUUCUCAAACAGUGACGAA  UCGUGGGUGUCUCGGAGUA  CAGAACUGCCCUCGGCUUA |
| *Fbxo3* | GCAGGAAACUAGCACGGAA  ACUCAGAUGUAGGAAGAUA  UGAAAGAGGGUGCGCGUGA  AGUUAGAGUUCUCACGCUA |
| *Fbxo4* | GAUACUUUCUGUUUCGAGA  UGUUCAGCCUACAGAGCGA  GCUCAUGAACUUCGUCUCA  AGAAUCUAAGCAUGCGAAA |
| *Fbxo9* | GUGAGAAGCUACACGGCGU  UGGCCGAUCUCCUGUCGUA  GGCACCAAGUGGAAUAUUA  AGGCGUAGGUUCCAGUAAU |
| *Fbxo21* | GAAUAUAAAGUUCGGCAGA  AGCACAAGAGGUACGGCUA  CCUGGAAGUACUACGCUAA  GGGCACGAGUGGAUCCGAA |
| *Fbxo22* | CGUGGUAGCUGAAGCGCUU  GGAGAGAGUGUGUGCGUAG  CAGAUGAAGGACAGCGUUA  GAAUUÜAACUCUCGAAAGA |
| *Fbxo28* | AAUCCAAACGACUGCGGAA  CCAGAUCAUAGGCGAGCAA  GCACAUUACAUGCGGAUUU  GCUUUAUGUCCUACGACGA |
| *Fbxo30* | CAGCCUAAGCAGCGUUCAA  AGACAAAGCAGUCGAUACU  AAGAAAAGGUGUGGCGAUU  UGAAAUUGUUGGAACGUGA |
| *Fbxo32* | GGCAGAUCCGCAAGCGAUU  ACAUGUGGGUGUAUCGAAU  CAUAAGACUCAUACGGGAA  ACUUUAAGCUUGUGCGAUG |
| *Fbxo45* | GAUAGGGAUUGCUACGAAA  GACUUUAGCCUUUGAGCGU  GGAGAGAGAAUCCGAGUCA  CAACAUGCCUUCAGCACGA |
| *Fbxw7* | GGUCAGCGGUCACGGGUAA  CGGGUGAAUUUAUCCGAAA  CGUUACAGUUUGACGGCAU  GCUCAGACGUGUCGAUACU |
| *Fbxw11* | GAUAAGUAAUGGAACGUCA  AGAUAAUACCAUCCGGUUA  AUUAAAGUGUGGAGCACGA  CAUCUUAUCUCACGAAUGU |
| *Cul1* | GAACAGUGCGAGUGACGAU  GAGCUCAGUUUGUCGGCUU  GCAAAGGGCCCUACGUUAA  AAGAAUAUUUGGAGCGAGU |
| *Cul4a* | CCAUGUGAGUAAACGUCUA  GACAGUGAGUUGCGAAGAA  CAAAAUGGCCACCGGCAUA  GCUGAUUGGGCGUGAACGA |
| *Cul7* | CUACAUGGUUCGUGCACAA  CCGCAUGCUAGCCGAGUAA  UCAAGAAGUUAAACGCAGA  AGAUGAGGCUGGCGCUGAA |
| *Fbxl5* | GGGACGAAGAUGCCGAUAU  CCAAGAGACUGGACGAGUA  GCUGAAGAUUUGGCCGAUA  CAAAAUGAGUCUUCGGCAU |
| *Fbxl12* | CUGCCUAGUUAUCGUCAGA  GCUGGAAUGCAUCGUGCUA  GCUGCGAAAUCUCGAUGAU  CCGAGAUGUGCGCAAGAUU |
| *Fbxl14* | UGGCCAUGAUCUUCGGCUA  GCAUAGACCUGUACGGCUG  GUAGAAAGCMGCCCGACU  CGACMCAUCAGCGACACU |
| *Fbxl19* | GGGAGMGCUGGAGCGUUU  GCAUGMGCAGUCGUGCCU  UGCCAUUUCUGCCGAGACA  GCUGAGGGUGUUAUCMUU |
| *Fbxo6* | CCUGAGAUCAUGGCGGAUA  GGCCGGACAUUGUGGUUAA  UCUUAUGGGAUGUGCCUCA  GAGGAAGAUACUCAGCUUU |
| *Fbxo8* | CCAAAUGCAUUGCGAGAAU  AAGCACAAUUGUUCGAACU  GAGAGAGUUUAUUCGAAAU  UCACACCAGUCACCGGAAA |
| *Fbxo10* | GGACAGUACCCGUUGGCGA  CAAGGAAGCCAUGGCGCUA  AGGAAGAAGGAGCGACGUA  GAAUUUGUGGGCAGCGAAA |
| *Fbxo11* | UCCAAUUAUUAGACGGAAU  AGAAAAGGCUGUUAGUAGA  ACUAAGAAGAAAUCGGAUA  AGGUAAAAGCCUACGCUAA |
| *Fbxo18* | AGAAUCGCCUGCACGGAUA  GGUUAGAGUUUGACACGGU  GGUACUUGAUCAACGAAGA  CAGCAAAGUGGACGGCAUU |
| *Fbxo25* | GCUGAACGCCACACGUAGA  GACUUGAGCUCGACCCUUU  GGGAAAUCAGUGUUAGUUG  UGGAUAAAAUCGUGCAAAA |
| *Fbxo33* | CAGUCGAACUAGAGCGCUU  CAAAGAACGUAGUCGGGUA  UCGAGUUUCUCAUGCGCAA  GCGAGAGUCCUGACCGACA |
| *Fbxw2* | GUGCAGACAAGUACGAGAU  AGGUUUACUUGAAGGCUAU  UCUCUAAGCAGUGGAAUAA  GGCAGUGUGUUUACGGCAU |
| *Fbxw4* | CCAGUAAAGGAACGAGUGA  CUUACAACCUCCACGUCUU  CACAAGAGCAGGAGCGUCA  GAAGAAGGGCCGAGACGCU |
| *Fbxw5* | UUAUAGCAGUAACGCCUUA  GGGAGCAGUUCUACCGCUA  CAAGGAAGGUUUACGGCGU  CCUUUCAUACUCAGCCAAA |
| *Fbxw8* | GCAAAGGUGCCGUGAGCGA  CUUAUGAACUGGCGAUCAA  CAUGGAAGGUGAUUGCCGA  ACGAGAAGGUGCUGCGAAA |
| *Roc1* | CCCAUUUGUUACUCGUUUA  GGAUCUUUGUAUCGAGUGU  AAUCUUGGCUGGCAAUAGA  GGUACUUGGGAAUUAGGUA |
| *Roc2* | GCUGGGACGUUGAGUGCGA  CAAGAAGUGGAACGCGGUA  GGGUUAACUUGUACUGAGU  GGAAGGUUGUAUUGUAUGU |
| *Skp2* | GGCCUAAGCUCAAUCGAGA  GGUAUCAAAUGCCGACUGA  UGUCAAACCUCCACGGGAU  CAGCCGGUGCUACGAUAUA |
| *Ddb1* | CCACUGAUGAGGAGCGGCA  ACACUUUACUUCAGCGGAA  CCUCAGGAGCUCCGGCAAA  AGAUAUGGAAGGACGGCUU |
| *Elongin-B* | CCUUUGAAGCGCUGCGUAU  GCACGGUGUUCGAACUGAA  UGAACAAGCUGUGCAGUGA  CCACAGGAUUCUGGAGGCA |
| *Elongin-C* | CAGGUCAGUUUGCGGAGAA  GCCAUGUAUGUGAAAUUAA  GCAUUAACAUCAGGAACAA  UCGAAAGUGUGCAUGUAUU |
| *BTRC/Fbxw1* | CCAGAUAAAUAACGCGACA  CGGUCAAUGUUGUCGACUU  GGACAUAGAGUGCGGUGCA  UCAGAGUGUGGGACGUAAA |
| *Cul9* | ACAUGAGGGCAUCGAGCAA  GAACAGAGUUUUACGCCAU  GCACAAAGACUAUGCGGUA  GGACAGGAAGCCAGCGCAU |

# Supplementary material for: Identification of hypertrophy-modulating Cullin-RING ubiquitin ligases in primary cardiomyocytes
**Source:** Front Physiol. 2023 Mar 8;14:1134339. doi: 10.3389/fphys.2023.1134339

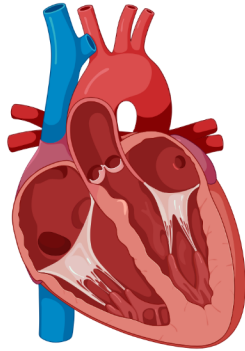

Knockdown of Cullin-RING
ubiquitin ligases in
cardiomyocytes

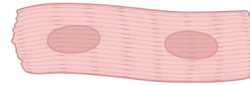

Hypertrophy

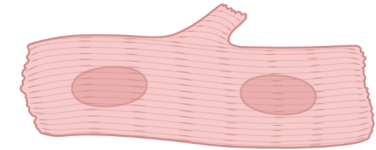

Modulation of cell size

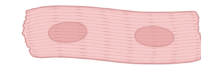

Atrophy

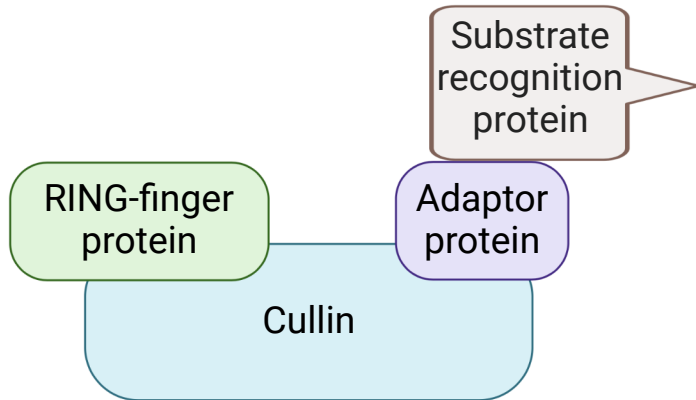

**Supplement:** Supplementary file 2

How the deposited data were processed for this re-analysis (not part of the article)

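Gene expression was measured in 5 mouse samples on Affymetrix arrays. Their probe set names are of the kind of the Set named in the paper, although the records of labelling and software differ. There was 1 sample for each of left ventricle, CM, non-failing cardiac fibroblasts, failing cardiac fibroblasts and lung fibroblasts. Each sample was pooled from 5 mice. The authors deposited 2 sheets, for the cullins and the F-box genes, that give log2 expression levels for 130 probe sets with their gene symbols, and a table of the whole array with 45101 probe sets as linear intensity. The background correction, the summary of probes into probe sets and the normalization between samples are not given in the sources used here. With 1 sample per condition, the number of arrays limits the precision, and no test between conditions was made.

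The 2 forms of the data were compared for the 130 shared probe sets. For 129 of them the deposited intensity equalled 2 to the power of the deposited log2 value within 1 percent or 0.01 intensity units in all 5 samples, and the exception was a probe set of Fbxl20. The other 44971 rows of the whole-array table could not be used as expression. In CM, a single intensity of 47.24 filled 7703 of them, the highest value was 318.37 in each sample, and rank correlations between samples ran from -0.08 to 0.10. The median intensity of the whole column was 33.58 in left ventricle, 32.89 in CM, 29.94 in non-failing cardiac fibroblasts, 17.01 in failing cardiac fibroblasts and 47.81 in lung fibroblasts. The scale and centring of these rows stay unknown, and their probe sets were not paired with gene names here.

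The level of a gene was the mean of the log2 values of its probe sets. Gene names were those of the sheets, taking the first where several stood, which was so for 5 probe sets. All 71 names were found in the RefSeq gene table of mouse assembly GRCm38.p6, 1 of them as an older symbol. Levels in CM were set against the paper's thresholds of 6.0 and 6.5. Differences between samples were described for 4 pairs, CM, failing cardiac fibroblasts and lung fibroblasts each against non-failing cardiac fibroblasts, and left ventricle against CM, by a fixed rule of at least 2-fold with a level of at least 6.0 in 1 of the 2 samples. The genes named are those that the paper, Table S1 or Fig. S1 names, and in each pair the 10 with the largest difference each way under that rule. The groups of Table S1 and the bars of Fig. S1 had been seen before. The median level of the screening hits was set against 10000 random draws of as many library targets. These rules were fixed before the data were examined.

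Alternatives were the median or the highest probe set of a gene, at least 2 probe sets over a threshold, the whole-array table as the source, no level rule, and 1.5-fold. Equal medians or quantile normalization over the sheets, leaving out probe sets named _s_at or _x_at, and genes whose probe sets differ in 1 direction were added after seeing the data. Lists of other gene groups, such as cardiomyocyte and fibroblast markers, had been drawn up, but apart from the study's own lists they had 1 measured gene, Fbxo32 among the muscle ubiquitin ligases, and gave no result. The calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and the plots matplotlib 3.10.9. The functions were tested on simulated data. The values of 1 target are not reported here, although it is included in the counts.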

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

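The test of the decimal point, the test of scale for the ranks of CM, left ventricle and lung fibroblasts, the choice of probe sets with at least 6.0 in both samples, and the shuffling of CM levels were chosen after the results were seen.

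Between failing and non-failing cardiac fibroblasts, which the paper does not report, 14 cullin and F-box genes were at least 2-fold higher and 16 at least 2-fold lower in the failing sample, but the excess of lower genes turned with the scaling, to 15 higher and 14 lower with equal medians and 20 and 16 with quantile normalization. Fbxl12 was higher by 2.57 on the log2 scale, Fbxo34 by 2.50 and Fbxo38 by 2.36, and Cul4a differed by -5.20 and Fbxo2 by -2.21, each from 1 probe set. Of the 2-fold genes as deposited, 3 higher and 4 lower ones had at least 2 probe sets that all differed in 1 direction. Fbxo3, Fbxo41 and Fbxw16 were also lower with several probe sets, but these disagreed in direction. A single shift between the 2 samples is argued against as the cause of these differences. Equal medians take such a shift out, and 15 genes still stood at least 2-fold higher and 14 lower. The near-even split is no evidence in itself, since equal medians draw the counts towards it. Quantile normalization cannot weigh scale further. It spreads both samples over a range that includes the lower left ventricle values, which can widen differences. With it, 36 genes were at least 2-fold different, with 29 of the 30 as deposited among them in the same direction. Noise of single probe sets may account for the pattern: the 2 samples hardly ranked alike over the 130 probe sets, with a Spearman's rho of 0.18 (bootstrap interval 0.013 to 0.33), and the probe sets of the 32 genes with several did not differ alike, with an intraclass correlation of -0.0087 that lay at percentile 48.2 of 10000 shuffles of the gene names. The heart failure of the transgenic mice stays open as an untested biological explanation, with 1 sample each.

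Levels under 6.0 in CM and over 6.5 in both cardiac fibroblast samples were found for 15 genes, among them Fbxw19, Fbxl2 and Fbxo24 with 1 probe set each. Shuffling the CM levels over the genes gave 13.5 on average, with 9 to 18 in the central 95 percent.

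CM levels ranked like those of lung fibroblasts over the 130 probe sets, with a Spearman's rho of 0.75, whereas no other pair of samples ranked much alike: rho was 0.18 for CM and left ventricle, although CM make up much of that tissue, 0.18 for the 2 cardiac fibroblast samples, and 0.096 and -0.050 for CM and the non-failing and failing ones. Noise of weak probe sets stays open: over the 68 probe sets with a mean of at least 6.0 the rho of left ventricle and CM was -0.18 and that of CM and lung fibroblasts 0.71, but choosing probe sets by a mean that includes both samples lowers such a value. Over the 32 probe sets, not independent replicates, with at least 6.0 in both left ventricle and CM the rho was 0.33 (bootstrap interval -0.035 to 0.62), and over the 56 chosen likewise for CM and lung fibroblasts 0.69. A difference in scale that keeps the order of the probe sets within each sample cannot change a rank correlation, and is therefore argued against for this pattern. Quantile normalization, with a Pearson's r of 0.17, adds nothing to this because it keeps the ranks. A mislabelled or mixed sample cannot be told apart from a true difference, because 0 of the listed cardiomyocyte and fibroblast markers were among the named genes. The difference between whole tissue and isolated cells was not tested. Left ventricle values also differed in form: all had at most 1 decimal on the linear scale, against 6.15 percent in CM and 3.08 percent in lung fibroblasts. What this means for the rank correlations with left ventricle was not tested.

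The unnamed rows of the whole-array table did not rank alike between samples. A candidate explanation is a decimal point moved by powers of 10 in some values: of 35885 rows that held neither sample's most repeated value, 50.4 percent had left ventricle and CM values within 10 percent of each other as deposited and 85.2 percent when such a move was allowed, the latter 73.6 percentage points more than with shuffled rows. Of the 17807 rows without such agreement as deposited, 70.2 percent had it after a move, against 12.4 percent with shuffled rows. No biological explanation was tested.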

How the results depend on the processing

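No paired analysis was possible because each condition had 1 sample. Scaling over the sheets was chosen after seeing the data. With the median of the probe sets or without _s_at and _x_at probe sets, every count computed stayed within 1.5 times its main value. Every count did so too with the whole-array table and with genes whose probe sets differ in 1 direction. These say little: the table holds nearly the same values, and all 39 genes with 1 probe set pass. Requiring at least 2 probe sets over the threshold gave 15 genes at 6.0 and 13 over 6.5 in CM, 11 targets of group 1, 0 of group 2 and 1 gene outside the library, Fbxl7. The 39 genes with 1 probe set fail this rule by construction. With the highest probe set, 1 target of group 2 lay from 6.0 to 6.5, 9 genes outside the library reached 6.0, and 18 genes were higher in lung than in non-failing cardiac fibroblasts, against 10 by the mean. Equal medians moved left ventricle by 1.33, CM by -0.14, non-failing cardiac fibroblasts by -0.58, failing ones by -0.42 and lung fibroblasts by -0.18 on the log2 scale. This gave 2 genes outside the library, 17 higher in lung fibroblasts, and 27 higher in left ventricle than in CM against 10 as deposited. Quantile normalization gave 5 targets of group 2, 0 genes outside the library, 20 higher in lung fibroblasts, and 21 higher and 14 lower in left ventricle than in CM. Without the level rule 17 were higher and 35 lower in left ventricle, and at 1.5-fold 17 were higher in lung fibroblasts. The share of higher genes among those 2-fold different thus rested on the scaling: for left ventricle against CM it was 31.3 percent as deposited, 62.8 with equal medians and 60 with quantile normalization, for lung fibroblasts 25.0, 45.9 and 48.8, for CM against non-failing cardiac fibroblasts 36.6, 51.3 and 47.4, and for failing against non-failing cardiac fibroblasts 46.7, 51.7 and 55.6. Both scalings centre the samples on the sheets' own probe sets, which by itself draws higher and lower genes towards an even split. The cause of the uneven split as deposited was not tested. Scalings over the whole-array table, counts over all genes and shifts of gene lists were not run, since the scale of its other rows is unknown and their genes were not named here. The third group of Table S1 had 1 measured gene, below both thresholds, so a count of probe sets gave no value for it. Signal over background was not given for any probe set, which limits the reading of low levels.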

Differences from the paper's values

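For the second group of Table S1, the paper's stated range, from 6.0 to just under 6.5, applies to its 18 targets, whereas 3 of the 18 had a mean in that range here, 14 exceeded 6.5 and Fbxw8 lay below 6.0. The alternatives set before the data were examined could not close this gap. The 14 targets over 6.5 have 1 probe set each, so their mean, median and highest value are the same. A rule of 2 probe sets leaves them out by construction, and the whole-array table holds nearly the same values. The median of the probe sets and the whole-array table each gave 3, the highest probe set 1, and at least 2 probe sets over the threshold 0. Quantile normalization, chosen after seeing the values, gave 5. The paper lists 17 targets over 6.5 in multiple measurements in the first group, and all 17 had such a mean here, while 11 of them had at least 2 probe sets over 6.5. The 71 bars of Fig. S1, read by eye after the means had been seen, so not blind, lay at a median distance of 0.087 from the means on the log2 scale. Each was read below its mean, and the largest distance was 0.52, for Cul4a. None differed both by more than the spread of its probe sets and by more than 1.5 times the level. This rule is wide, and many genes had 1 probe set and so no spread.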

Other observations

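The rule for Table S1 and the comparison of probe sets of the same gene were chosen after the data were seen.

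Fbxo25 stood at 7.00 in left ventricle and 6.92 in CM, against 5.85 in non-failing cardiac fibroblasts, 5.72 in failing cardiac fibroblasts and 4.68 in lung fibroblasts, from 1 probe set. Fbxo32 stood at 8.02 in left ventricle, 7.74 in CM, 7.03 in non-failing and 7.94 in failing cardiac fibroblasts, and 5.20 in lung fibroblasts, from 2 probe sets. These read 3.32 and 7.09 in lung fibroblasts, and their differences from non-failing cardiac fibroblasts, -4.14 and 0.49, disagreed in direction. Against non-failing cardiac fibroblasts, 15 genes were at least 2-fold higher in CM and 26 lower, but 20 higher and 19 lower with equal medians and 18 and 20 with quantile normalization. Among the higher ones were Cul1 by 3.07 on the log2 scale, from 1 probe set, and Fbxw7 by 2.33, the latter with both probe sets in 1 direction. Lung fibroblasts had 10 genes higher and 30 lower than non-failing cardiac fibroblasts (17 and 20 with equal medians, 20 and 21 with quantile normalization), with Fbxl5 and Fbxl14, read by 1 probe set each, both higher by 2.84. Left ventricle had 10 genes higher and 22 lower than CM, with Cul4a at -0.51 in left ventricle by its 1 probe set, but the excess turned to 27 higher and 16 lower with equal medians and 21 and 14 with quantile normalization. These levels and counts rest on samples whose lower ends differ.

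The intraclass correlation of probe sets of the same gene was 0.25 in CM, at percentile 98.6 of shuffled gene names. It was 0.017 in left ventricle (percentile 57.6), -0.020 in non-failing and 0.037 in failing cardiac fibroblasts (percentiles 44.9 and 64.0) and -0.054 in lung fibroblasts (percentile 32.0). All left ventricle values had at most 1 decimal on the linear scale, as did 6.15 percent of those in CM.

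A hypothesis for the second group of Table S1 is that targets were sorted by their number of probe sets as well. It was not put to an independent test. A rule drawn from these same counts, which put means over 6.5 from at least 2 probe sets into group 1, and means over 6.5 from 1 probe set or from 6.0 to 6.5 from at least 2 into group 2, placed 34 of the 35 targets in their group, all but Fbxw8, which restates the counts and cannot decide. The paper does not state such a rule for single probe sets.

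It was tested whether the screening hits were the more highly expressed targets. The 11 measured hits had a median level of 6.97 in CM, the 25 other measured library targets 7.00, and the hits' median lay at percentile 32.9 of 10000 random draws. This decides nothing, since levels of different genes also reflect the response of their probe sets. The levels also come from CM of mice aged 6 months, whereas the screen was made in neonatal rat CM.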
